# Using RNA-Seq for gene identification, polymorphism detection and transcript profiling in two alfalfa genotypes with divergent cell wall composition in stems

**DOI:** 10.1186/1471-2164-12-199

**Published:** 2011-04-19

**Authors:** S Samuel Yang, Zheng Jin Tu, Foo Cheung, Wayne Wenzhong Xu, JoAnn FS Lamb, Hans-Joachim G Jung, Carroll P Vance, John W Gronwald

## Abstract

**Background:**

Alfalfa, [*Medicago sativa *(L.) sativa], a widely-grown perennial forage has potential for development as a cellulosic ethanol feedstock. However, the genomics of alfalfa, a non-model species, is still in its infancy. The recent advent of RNA-Seq, a massively parallel sequencing method for transcriptome analysis, provides an opportunity to expand the identification of alfalfa genes and polymorphisms, and conduct in-depth transcript profiling.

**Results:**

Cell walls in stems of alfalfa genotype 708 have higher cellulose and lower lignin concentrations compared to cell walls in stems of genotype 773. Using the Illumina GA-II platform, a total of 198,861,304 expression sequence tags (ESTs, 76 bp in length) were generated from cDNA libraries derived from elongating stem (ES) and post-elongation stem (PES) internodes of 708 and 773. In addition, 341,984 ESTs were generated from ES and PES internodes of genotype 773 using the GS FLX Titanium platform. The first alfalfa (*Medicago sativa*) gene index (MSGI 1.0) was assembled using the Sanger ESTs available from GenBank, the GS FLX Titanium EST sequences, and the *de novo *assembled Illumina sequences. MSGI 1.0 contains 124,025 unique sequences including 22,729 tentative consensus sequences (TCs), 22,315 singletons and 78,981 pseudo-singletons. We identified a total of 1,294 simple sequence repeats (SSR) among the sequences in MSGI 1.0. In addition, a total of 10,826 single nucleotide polymorphisms (SNPs) were predicted between the two genotypes. Out of 55 SNPs randomly selected for experimental validation, 47 (85%) were polymorphic between the two genotypes. We also identified numerous allelic variations within each genotype. Digital gene expression analysis identified numerous candidate genes that may play a role in stem development as well as candidate genes that may contribute to the differences in cell wall composition in stems of the two genotypes.

**Conclusions:**

Our results demonstrate that RNA-Seq can be successfully used for gene identification, polymorphism detection and transcript profiling in alfalfa, a non-model, allogamous, autotetraploid species. The alfalfa gene index assembled in this study, and the SNPs, SSRs and candidate genes identified can be used to improve alfalfa as a forage crop and cellulosic feedstock.

## Background

The advent of next generation high-throughput sequencing has revolutionized the analysis of genomes and transcriptomes [1-5]. When applied to the transcriptome, this methodology is referred to as RNA-Seq (RNA sequencing). RNA-Seq has been used for gene annotation, expression analysis and SNP discovery [6,7]. This methodology has also proven useful for discovery of novel transcripts (coding and non-coding) and identification of alternative splice variants [5,8]. It is expected that RNA-Seq methodologies will supersede microarrays for transcript profiling because of higher sensitivity, base-pair resolution and the larger range of expression values that can be detected [3,5,9]. Furthermore, in contrast to microarrays, RNA-Seq does not require prior knowledge of gene sequences. However, RNA-Seq presents bioinformatic challenges because of the required assembly of millions of short sequence reads that are generated by the methodology.

RNA-Seq has been successfully used for annotation, transcript profiling and/or SNP discovery in a number of plant species. For model plant species with sequenced genomes, sequence reads can be mapped to the reference genome. The model species where RNA-Seq analysis has been applied include *Arabidopsis *[10,11], soybean [12,13], rice [14], maize [15] and *Medicago truncatula *[16]. There are also examples of the application of RNA-Seq to non-model plant species that lack a reference genome. In the absence of a reference genome, *de novo *assembly of sequence reads into contigs is required. RNA-Seq has been used for transcript profiling in *Eucalyptus grandis *[17], grape (*Vitis vinifera *L.) [18], California poppy (*Eschschlozia califonica*) [11], avocado (*Persea americana*) [11], *Pachycladon enysii *[19] and *Artemisia annua *[20]. In *Eucalyptus grandis *and rape (*Brassica napus*), RNA-Seq was used for SNP discovery [17,21].

Alfalfa is the most widely cultivated forage legume in the world and the fourth most widely grown crop in the US [22,23]. In addition to its value as a livestock feed, alfalfa also has potential as a cellulosic ethanol feedstock [24,25]. Alfalfa is an allogamous autotetraploid with complex polysomic inheritance [26-28]. Slow progress has been made in improving the agronomic traits of this species using traditional breeding approaches based on phenotypic selection. For the most part, genomic approaches for crop improvement (e.g., molecular breeding) have not been applied to this legume because of limited genomic resources. As of February 2010, there were 12,371 alfalfa ESTs available in the public database. A few SSRs have been detected but SNPs have not yet been identified [28-30]. Recently, we reported on the results of transcript profiling and single feature polymorphism (SFP) detection in alfalfa using the *Medicago *GeneChip as a cross-species platform [25,31]. The *Medicago *GeneChip contains probe sets designed for the model plant, *Medicago truncatula*, a diploid relative of alfalfa. Using a method based on probe affinity differences and affinity shape power, we identified over 10,000s SFPs in the stem internodes of alfalfa genotypes 252 and 1283 that differed in cellulose and lignin concentrations in cell walls [31]. In a subsequent study using the *Medicago *GeneChip for transcript profiling of alfalfa genotypes 252 and 1283, interspecies variable regions and SFPs were masked prior to data analysis resulting in a 2-fold increase in the number of differentially expressed genes detected in stem internodes of the two genotypes [25]. Although the research of Yang et al. [25,31] significantly advanced alfalfa genomics, the use of a cross-species platform for microarray analysis limits the sensitivity and specificity of transcriptome analysis and polymorphism detection.

The stem tissue of alfalfa is important in determining the value of this forage as a livestock feed and cellulosic feedstock. Increasing the cellulose and decreasing the lignin content in cell walls in stems would improve alfalfa for both uses. In this study, we applied RNA-Seq to gene identification, polymorphism detection and transcript profiling of two alfalfa clonal lines (708, 773) that differ in cell wall composition in stems. The results were used to assemble the first gene atlas for alfalfa (MSGI 1.0). Our research also provides the first report of high-throughput SNP detection and digital gene expression analysis in the alfalfa transcriptome.

## Results and discussion

### Cell wall composition of stems of genotypes 708 and 773

The alfalfa genotypes 708 and 773 used in this study were selected for divergent cell wall composition in stems under field conditions (see Methods for details). Cell wall composition of greenhouse grown stems used for RNA sampling in the current study is shown in Table 1. Cell wall concentration in stems of the two clones did not differ. In contrast, cellulose content (defined as glucose) in the stems of genotype 708 was 5.2% greater compared to genotype 773 (*p *< 0.05) (Table 1). In addition, galactose and mannose concentrations were 14.2% (*p *< 0.05) and 8.5% (*p *< 0.01) greater, respectively, in stems of genotype 708 compared to genotype 773 (Table 1). Klason lignin concentration in the cell wall was 8.0% greater in stems of 773 compared to stems of 708 (*p *< 0.05) (Table 1). These genotypes consistently displayed differences in cell wall cellulose and lignin content in stems when plants were grown under different field environments (Figure 1) and in the greenhouse (Table 1).

**Table 1:** Comparison of cell wall components in stems of genotypes 708 and 773 on a cell wall basis.

Component	Genotype 708	Genotype 773	SEM	*p*-value
	---------- g kg^-1 ^cell wall ----------			
Klason lignin	162	175	2	*p *< 0.05
Glucose	443	421	2	*p *< 0.05
Xylose	137	149	3	NS
Arabinose	39	39	1	NS
Galactose	32	28	1	*p *< 0.05
Mannose	33.1	30.5	0.1	*p *< 0.01
Rhamnose	11.5	11.4	0.4	NS
Fucose	3.01	3.1	0.03	NS
Uronic acids	139	142	6	NS

Values are least square means based on an analysis of variance with three biological replicates for each clone arranged in a randomized complete block design (see Methods for details). SEM = Standard error of mean, NS = Non-significant (*p *> 0.05).

**Figure 1:**
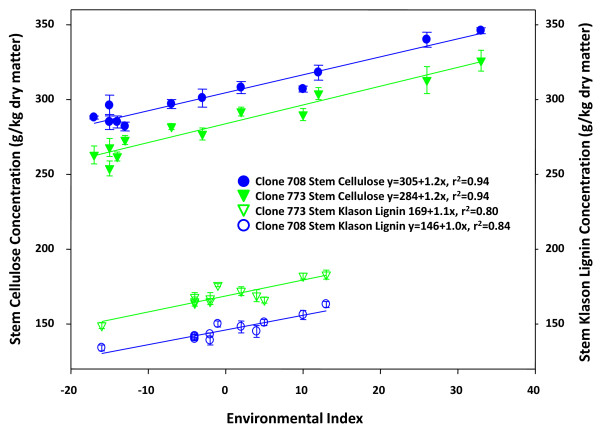
**Regression analyses of cellulose and Klason lignin concentrations in stems of two alfalfa genotypes**. The stems of genotype 708 were consistently higher in cellulose and lower in Klason lignin compared to stems of genotype 773 across twelve environmental indexes (field environments). The high r^2 ^values for all regression lines suggest that genotypic differences in stem cellulose and Klason lignin concentrations were environmentally stable.

### RNA-Seq using the Illumina GA-II platform

For RNA-Seq analysis, we developed a total of four cDNA libraries derived from elongating stem (ES) and post-elongation stem (PES) internodes of alfalfa genotypes 708 and 773 (see Methods for details). In alfalfa stems, genes associated with primary cell wall development are preferentially expressed in ES internodes while genes associated with secondary xylem development are enriched in PES internodes [25]. For sequencing by synthesis using the Illumina GA-II platform, cDNA libraries 708ES, 708PES and 773ES were run on two lanes per library while the 773PES library was run on one lane. A total of 234,908,899 EST reads were generated by a single run of 76 cycles. 

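Each of the 4 libraries (708 ES, 708 PES, 773 ES and 773 PES) was made from RNA pooled over 3 replicates. Each condition therefore has 1 library, and the files hold no replicate. No check against variation between plants was possible, and every test between libraries compares those libraries and not the conditions they stand for.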

After filtering low quality reads, a total of 198,861,304 reads (76-bp in size) were selected for further analysis (see Methods for details). The Illumina reads generated in this study are available at the NCBI SRA browser (accession number GSE26757; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26757.

*de novo *assembly of short RNA-Seq reads without a known reference is a challenging task especially for alfalfa, an allogamous autotetraploid with complex polysomic inheritance. In this study, we used the Velvet algorithm [32] for *de novo *assembly of the 198,861,304 Illumina reads (76 bp) into a total of 132,153 unique sequences with an average length of 284 bp (Additional file 1). The Velvet algorithm has also been used successfully for *de novo *transcriptome assembly in previous studies [33,34]. The Velvet algorithm was originally developed for *de novo *assembly of genome sequences where the coverage is expected to be homogeneous throughout the genome. However, the coverage of transcripts is highly heterogeneous due to difference in gene expression. Previous studies showed that *de novo *assembly using the Velvet program with longer k-mers results in a more contiguous transcript assembly but lower transcript diversity compared to shorter k-mers [32,33]. Although several recent studies introduced new algorithms and methodologies developed for *de novo *transcriptome assembly [35-38], a consensus standard protocol has not yet emerged for *de novo *transcriptome assembly. In this study, we optimized our Velvet *de novo *transcriptome assembly to favor transcript contiguity with high specificity as opposed to increased transcript diversity (see Methods for details). To complement the limitation of the high k-mer that we selected for the Velvet assembly in this study (lower diversity and probably biased toward highly expressed genes), we generated additional ESTs using the GS FLX Titanium platform.

### RNA-Seq using the GS FLX Titanium platform

We generated a total of 341,984 additional ESTs (average length 243 bp, minimum length 40 bp, maximum length 792 bp) using the GS FLX Titanium platform http://www.454.com. The additional EST sequences were generated from the cDNA libraries derived from ES (124,533 ESTs, average length 230 bp) and PES (217,451 ESTs, average length 256 bp) internodes of the genotype 773. The additional ESTs obtained using the GS FLX Titanium platform increased the diversity of transcripts discovered and hence provided broader coverage of the alfalfa transcriptome than would have been achieved based on the *de novo *assembly of the Illumina reads alone. The additional ESTs are also available at the NCBI SRA browser (accession number GSE26757; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26757.

### Alfalfa Gene Index 1.0 (MSGI 1.0)

We used the Gene Index Assembly protocol [39,40] for reference transcriptome assembly in alfalfa. This protocol has been used for over a decade to build unigene assemblies for numerous species of animals, plants and microorganisms http://compbio.dfci.harvard.edu/tgi/plant.html. However, no gene index is currently available for alfalfa. In this study, the first alfalfa (*Medicago sativa*) gene index (MSGI 1.0) was built by combining the *de novo *assembled Illumina reads using the Velvet program (132,153 sequences), the 341,984 ESTs obtained using the GS FLX Titanium platform, and 12,371 Sanger ESTs for alfalfa available in the public database http://www.ncbi.nlm.nih.gov following the Gene Index Assembly protocol previously described [39,40].

MSGI 1.0 contains a total of 124,025 unique sequences including 22,729 tentative consensus sequences (TCs), 22,315 singletons and 78,981 pseudo-singletons (Additional file 2). 

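The deposited expression table lists 124025 sequences. By the form of their names they divide into 22729 TCs, 78981 pseudo-singletons, 5947 singletons from Sanger ESTs and 16368 singletons from the GS FLX Titanium reads of genotype 773. The median length was 583 bp for TCs, 233 bp for pseudo-singletons, 597 bp for Sanger singletons and 247 bp for GS FLX Titanium singletons.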

Pseudo-singletons refer to the *de novo *assembled Illumina sequences that were not assembled into contigs during the Gene Index Assembly process. The average length of the unique sequences in MSGI 1.0 is 384 bp. Unique sequence lengths ranged from 100 to 6,956 bp with more than 10,000 sequences larger than 800 bp. 

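In the deposited lengths the mean was 390.3 bp and the median 267 bp, with a range of 102 to 7072 bp and a sum of 48411106 bp. A total of 10893 sequences were larger than 800 bp, and 26768 (21.6%) were shorter than 200 bp.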

The total base count of the sequences in MSGI 1.0 is 47,628,953 bp. The newly built alfalfa gene index increases the number of alfalfa sequences publicly available by about 10-fold.

### Gene annotation and functional classification

We assigned putative functions for the unique sequences in MSGI 1.0 by conducting BlastX searches against the non-redundant (NR) protein database (e-value cutoff of 1e-10) (Additional file 3). Putative functions could be assigned for about 83% of the sequences. 

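In the deposited annotation, 82985 sequences (66.9%) carry the text of a protein match, 49946 (40.3%) a MapMan class and 67241 (54.2%) a GO term. At least one of these is present for 84592 sequences (68.2%). The share with a protein match was 84.8% among TCs, 80.9% among Sanger singletons, 67.4% among pseudo-singletons and 34.6% among GS FLX Titanium singletons.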

We also assigned gene ontology (GO) functional classes and MapMan functional classifications [41] to the unique sequences in MSGI 1.0 (Additional file 3) (see Methods for details). To examine whether bias occurs among the functional classes represented in MSGI 1.0, we compared the percentages of each GO functional class and pathway in MSGI 1.0 with the percentages found in the *M. (Medicago) truncatula *Gene Index (MTGI 9.0), the *M. truncatula *coding sequences (Mt3.0 cds) and the *Arabidopsis *coding sequences (At cds) (Figure 2). Although most of the sequences in MSGI 1.0 were derived from stem tissues, similar levels of representation of most functional classes were found in MSGI 1.0 and the other databases (MTGI 9.0, Mt3.0 cds, and At cds). These results suggest that MSGI 1.0 can serve as a reference sequence database for genomic analysis in alfalfa.

**Figure 2:**
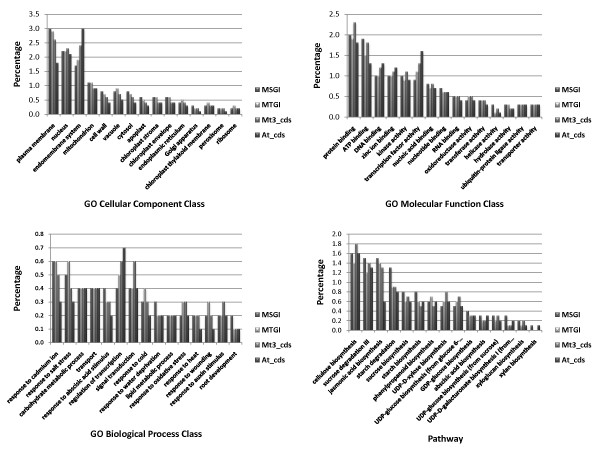
**Comparison of percentage distribution of gene ontology and pathway classifications using four reference databases**. The percentage distributions of gene ontology (GO) classes and pathways are shown for the following reference databases: (1) the *Medicago sativa *Gene Index (MSGI 1.0) assembled in this study, (2) the *Medicago truncatula *Gene Index (MTGI 9.0), (3) the *M. truncatula *coding sequences (Mt3.0 cds), and (4) the *Arabidopsis *coding sequences (At cds).

### SSR detection

We detected simple sequence repeats (SSRs) among sequences in MSGI 1.0 using the MISA program [42] (see Methods for details). A total of 1,294 SSRs were identified among 1,245 sequences which represents about 1.7% of the total unique sequences in MSGI 1.0 (Additional file 4). The estimated frequency of SSRs among the expressed sequences was one SSR per 37 kb. 

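The deposited list of SSRs names 1245 sequences, all of them found in the expression table, and 34 of its entries are compound SSRs. They make up 1.00% of all sequences (95% Clopper-Pearson exact interval 0.949 to 1.06%). The density was 1 SSR per 37.4 kb, or 26.7 per Mb (95% exact Poisson interval 25.3 to 28.2).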

SSR detection frequency is dependent on the SSR detection parameter [43]. The SSR frequency measured in this study is significantly lower than that detected in other species (one SSR per 11 kb) where the same SSR detection parameter was used [40]. The significantly reduced SSR detection frequency found in MSGI 1.0 sequences may be due to the reduced detection efficiency of short length sequences (384 bp on average for MSGI1.0). 

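The density of SSRs fell with sequence length. It was 32.7 per Mb (27.7 to 38.4) in sequences up to 200 bp, 30.2 and 25.4 per Mb in the length classes between, and 21.8 per Mb (19.4 to 24.3) in sequences over 800 bp. By kind of sequence it was 59.9 per Mb in GS FLX Titanium singletons, 32.1 in Sanger singletons, 25.1 in TCs and 21.1 in pseudo-singletons. From the difference to other species the paper proposes a lower detection in short sequences.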

Alternatively, the SSR frequency among expressed sequences may be lower in alfalfa compared to other species. SSRs with mono-, di-, tri-, tetra-, penta- and hexanucleotide repeats composed about 5.4%, 30.4%, 47.2%, 10.6%, 3.9% and 2.5% of the SSRs in MSGI 1.0, respectively. 

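By the length of the repeat unit in the deposited list, the counts were 70 mono-, 394 di-, 611 tri-, 137 tetra-, 50 penta- and 32 hexanucleotide SSRs, out of 1294. The share of trinucleotide SSRs was 47.2% (Clopper-Pearson interval 44.5 to 50.0%).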

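Primers are listed for 664 entries, which lie in 661 sequences.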

Using the default parameter of the Primer3 program [44], we designed SSR primers spanning a total of 664 SSRs (Additional file 4).

### SNP detection

To identify SNPs between alfalfa genotypes 708 and 773, Illumina EST reads from ES and PES internode libraries were combined for each genotype. The combined ES and PES reads for each genotype were independently aligned to the MSGI 1.0 sequences using the Maq program [45]. From the alignment output of each genotype, we summarized the depth (frequency) of each nucleotide (A, G, C, or T) at each base position in each reference sequence. Next, to reduce the identification of false positive SNPs, we filtered potential SNPs using a stringent nucleotide depth cutoff of 10 [e.g., at least 10 adenines (A) in one genotype vs. at least 10 guanines (G) in the other genotype] for each genotype (see Methods for details). Using this protocol, we identified 10,826 SNPs between genotypes 708 and 773 in 7,282 sequences in MSGI 1.0 (Additional file 5). 

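The deposited SNP table gives the bases seen in each genotype, with their depth, from the alignment of combined ES and PES reads made by the authors. It holds 10826 positions, and all match a sequence in the expression table, 7281 sequences in total. The median depth was 57 in 708 and 26 in 773, and 8461 positions (78.2%) were deeper in 708. Each genotype showed 1 base at 2466 positions, of which 1718 (69.7%; Clopper-Pearson interval 67.8 to 71.5%) were transitions. At 4107 positions only 708 showed 1 base, at 2197 only 773 did, and at 2056 both showed more. Requiring a depth of 20 in each genotype left 6713 positions, and ignoring bases under 10% of the depth left 10128. The alternative that moved the number most kept only the positions with 1 base in each genotype.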

About 74% of these sequences contained a single SNP while about 2.3% contained 5 or more SNPs.

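In the deposited table 5381 sequences (73.9%) hold 1 SNP, 167 (2.29%) hold 5 or more, and the largest number in one sequence is 59.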

To validate the SNPs that were predicted using the RNA-Seq data generated in this study, we randomly selected 55 SNPs. Genomic DNAs purified from genotypes 708 and 773 were genotyped by MALDI-TOF mass spectrometry using the iPLEX Gold spectrometry system http://www.sequenom.com. Out of 55 SNPs tested, 47 (85%) were polymorphic between the two genotypes (Additional file 6). In addition to genotypes 708 and 773, we also genotyped 51 additional alfalfa (*M. sativa*) genotypes selected from different populations of *M. sativa ssp. sativa *or *M. sativa ssp. falcata*. 

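All 55 genotyped SNPs were found in the deposited SNP table. The mass spectrometry calls of 708 and 773 differed at 47 of them (85.5%; Clopper-Pearson interval 73.3 to 93.5%). The called bases were those seen in the reads for both genotypes at 33 SNPs, for 708 at 42 and for 773 at 42. The lower of the depths in 708 and 773 had a median of 28 (range 12 to 203) at the 47 polymorphic SNPs and 22 (range 12 to 81) at the other 8. This difference of 6 gave p = 0.490 in a two-sided permutation test with 100000 resamples. With the depth of the least frequent base in the reads the difference was reversed, at -1 (permutation test, p = 0.882).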

The 47 validated SNPs between 708 and 773 also showed polymorphism among the other *Medicago *genotypes tested (Additional file 6). This suggests that the SNPs predicted in this study can also be used for genotyping in other alfalfa genotypes.

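In the columns of 44 other genotypes in Additional file 6, more than 1 call was found for 47 of the 47 SNPs that differ between 708 and 773, and for 4 of the 8 that do not. From this polymorphism the paper reasons that the predicted SNPs can be used in other alfalfa genotypes.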

In a previous study that described single-feature polymorphism (SFP) discovery in alfalfa using the *Medicago *GeneChip as a cross-species platform [31], we proposed candidate gene-based association mapping for selecting alfalfa germplasm with modified cell wall composition in stems. In this study, SNPs were also identified in genes with various functional classes including numerous cell wall-related genes (Figure 3A). For example, SNPs were identified in 14 genes involved in cellulose biosynthesis including 11 cellulose synthase and three *COBRA *genes [46] (Figure 3A). In addition, SNPs were identified in 21 lignin pathway genes, 20 genes involved in cell wall precursor pathways (Figure 3A) and in numerous regulatory genes including various transcription factor families, signalling genes and hormone genes (Figure 3B).

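Of the sequences with a SNP, 3406 carry a MapMan class. The cell wall class holds 518 of them, with 827 SNPs and 318 distinct best matches (the Arabidopsis protein named in the annotation). These are 7.11% of all sequences with a SNP, and the class holds 4.34% of all sequences.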

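The MapMan classes of cellulose synthesis hold 14 sequences with a SNP, with 21 SNPs and 7 distinct best matches. Of these, 10 are in the cellulose synthase class (16 SNPs, 5 best matches) and 3 in the COBRA class (3 SNPs, 1 best match). Several sequences therefore share a best match, and the number of loci is not known from the table.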

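The lignin class holds 21 sequences with a SNP (32 SNPs, 12 best matches): among them 7 CAD, 3 CCoAOMT and 2 each of 4CL, CCR1, HCT and PAL. The precursor class holds 20 (28 SNPs, 11 best matches). The classes of transcriptional regulation, signalling and hormone metabolism hold 411, 277 and 133 sequences with 564, 399 and 199 SNPs.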

**Figure 3:**
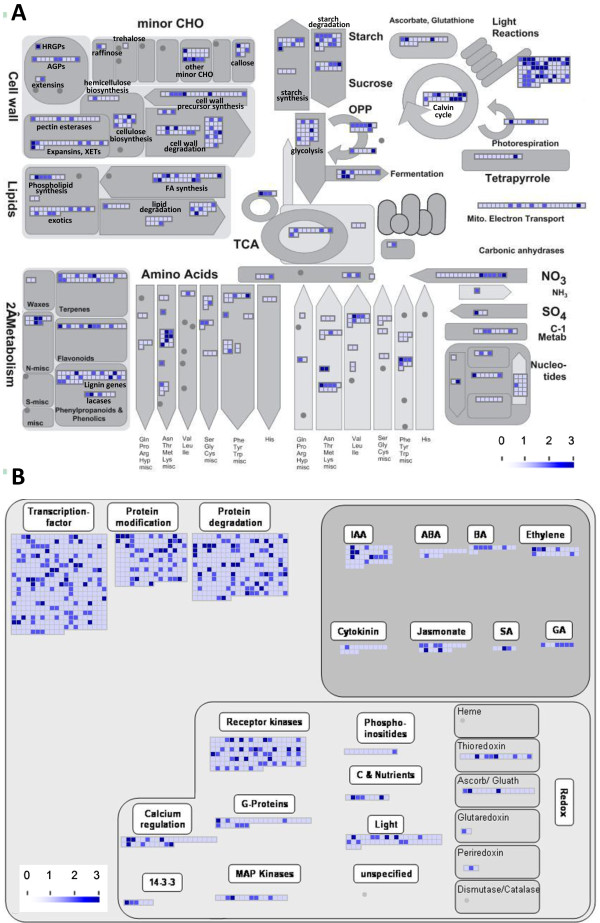
**MapMan overview of cellular metabolism (A) and regulation (B) showing SNP-harboring genes and SNP frequencies**. Individual genes are represented by small squares. The SNP frequency for each gene is indicated by the intensity of the blue color on a 0 to 3 scale. Dark blue (scale intensity 3) indicates genes with three or more SNPs. A complete list of SNP-harboring genes, corresponding MapMan functional categories and SNP frequencies are provided in Additional file 5.

To detect functional classes over- or under-represented among the SNP-harboring genes, we performed Fisher's exact test with Bonferroni correction (z-value cutoff = 1) as previously described [31] (Additional file 7). The functional classes over-represented among SNP-harboring genes included photosynthesis, cell wall, amino acid metabolism, stress response (biotic and abiotic), nodulin-like, protein synthesis and WRKY transcription factor classes (Additional file 7). 

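The counts of SNP-harboring sequences in 667 MapMan classes were compared by two-sided Fisher's exact test with Bonferroni adjustment. Tested were 3095 SNP-harboring sequences against a background of 37120 sequences with a class and enough reads in both genotypes. Over-represented were 10 classes, and 1 (G-protein signalling, odds ratio 0.428, Fisher's exact p = 0.002) was under-represented. Photosynthesis held 107 of the set (3.46%, against 1.74% of the background; odds ratio 2.23, Fisher's exact p = 4.41e-09). The background has a lower limit of coverage and is not matched for depth or length. Photosynthesis was also over-represented among the most abundant sequences, so its share here cannot be told apart from read depth. Cell wall held 467 (odds ratio 1.56, Fisher's exact p = 1.05e-12), stress 214 (odds ratio 1.42, p = 0.004), biotic stress 98 (odds ratio 1.6, p = 0.030) and nodulin-like 90 (odds ratio 1.68, p = 0.013). Amino acid metabolism (105), abiotic stress (114) and protein synthesis (144) each gave a Fisher's exact p = 1.000, and WRKY transcription factors (49) gave p = 0.784. Biotic stress was not over-represented with a background of all sequences with a class or with each best match once (Fisher's exact p = 1.000 for each). Counting each best match once moved the result most, with 4 classes over-represented. The nodulin-like class then became under-represented (odds ratio 0.519, Fisher's exact p = 5.03e-07). Sequences described only by the nodulin-like class name have no best match and stayed single in that count. Most other sequences were pooled, so the change of direction in this class is not a like comparison.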

The SNPs developed in this study can be used for either candidate gene-based or whole genome scanning association mapping studies to identify SNPs associated with cell wall traits in alfalfa stems. With further development, the SNPs identified in this study may prove to be useful in molecular breeding programs focused on improving alfalfa as a forage crop and biomass feedstock via marker-assisted selection.

In this study, we also identified allelic variations (SNPs) within genotypes. Using a minimum SNP depth cutoff of 10, we detected 287,555 and 168,966 allelic variations (SNPs) within genotypes 708 and 773, respectively (Additional files 8 and 9). These SNPs within genotype were detected in 55,320 and 33,406 sequences for genotypes 708 and 773, respectively. 

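The first 1999 sites of each list of variation within a genotype were at hand. The less frequent base made up under 1% of the depth at 1293 sites (64.7%) of Additional file 8 and 1221 (61.1%) of Additional file 9, and at least 10% at 257 (12.9%) and 323 (16.2%). The median depths were 6923 and 4228. These sites lie in 34 sequences of each list, so the shares do not describe the lists as a whole.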

Detection of allelic variations (SNPs) within genotypes is equally important as detecting SNPs between genotypes for understanding phenotypic differences (e.g. cell wall composition) and for future applications such as marker-assisted selection.

### Comparison of MSGI 1.0 and Mt3.0 cds as reference sequences for digital transcript profiling

The alfalfa gene index (MSGI 1.0) developed in this study provides a reference sequence database that can be used for digital gene expression analysis in alfalfa. However, another option for RNA-Seq analysis in alfalfa is to use Mt3.0 cds as a reference sequence because *M. truncatula and *alfalfa share significant coding sequence homology [25]. Furthermore, sequences in Mt3.0 cds are full-length sequences (predicted gene models) with better coverage than sequences in MSGI 1.0 where the majority are partial sequences. As an initial step to evaluate the utility of MSGI 1.0 and Mt3.0 cds as reference sequences for transcript profiling of alfalfa, the Illumina EST reads generated in this study were mapped to MSGI 1.0 and Mt3.0 cds sequences using the bowtie program [47] (see Methods for details). On average, about 70% of the EST reads in each library (708 ES, 773 ES, 708 PES, and 773 PES) could be mapped to the MSGI 1.0 sequences. In contrast, only about 30% of the EST reads could be mapped to the Mt3.0 cds sequences (data not shown). 

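The deposited read counts sum to 43592289 in 708 ES, 45220035 in 708 PES, 20380168 in 773 ES and 19742064 in 773 PES, or 128934556 in all. Reads were counted on 113590, 113561, 110720 and 109417 sequences, with a median of 60, 68, 29 and 27 reads. The 708 libraries were thus sequenced more deeply than the 773 libraries. At the median sequence length, 1 read stands for an RPKM of 0.0859, 0.0828, 0.184 and 0.190. Where a sequence has 0 reads in a library, ratios are given as lower limits against 3 reads. These limits, and the intervals of ratios, cover counting error only.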

We measured the raw digital expression counts for each gene by quantifying the number of EST reads that were mapped to each reference sequence. The raw digital gene expression counts were normalized using the RPKM (reads/Kb/Million) method [1,48] to correct the digital gene expression counts for bias caused by reference sequence size and total EST numbers per library (see Methods for details).

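RPKM values recomputed from the deposited counts, lengths and library totals equalled the deposited ones within rounding for 100% of sequences in each library. This held for the values given to 1 decimal (gap of at most 0.05) and for those rounded to whole numbers (at most 0.5).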

Further evaluation of MSGI 1.0 and Mt3.0 cds as reference sequence databases for alfalfa was conducted by comparing RNA-Seq data with the previously generated GeneChip data for the same stem tissues but in different alfalfa genotypes [25] (see Methods for details). The RNA-Seq data generated using MSGI 1.0 or Mt3.0 cds showed a linear relationship with GeneChip data with similar Pearson correlation coefficients (R = 0.89 and R = 0.87, respectively) (Figure 4A and 4B). A total of 1,254 genes were commonly-selected between RNA-Seq and GeneChip data when MSGI 1.0 was used as reference sequences (Figure 4A). However, when Mt3.0 cds was used as reference sequences, the number of genes commonly-selected between RNA-Seq and GeneChip data decreased to 337 reflecting a significant decrease in detection sensitivity (Figure 4B). This is not surprising because, as described above, only about 30% of the EST reads could be mapped to the Mt3.0 cds while about 70% of the EST reads could be mapped to the MSGI 1.0 (data not shown).

**Figure 4:**
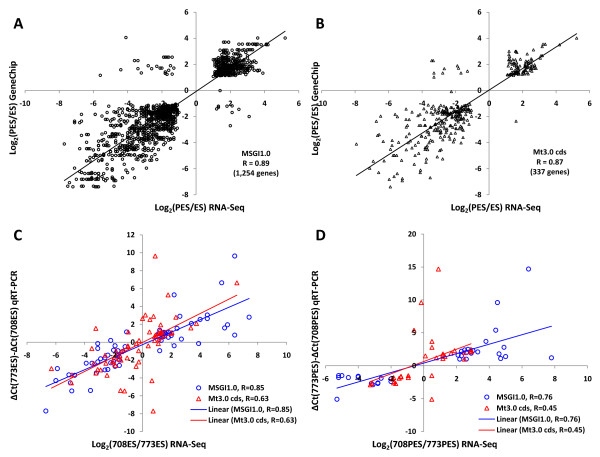
**Comparison of MSGI 1.0 and Mt3.0 cds as reference sequences for digital gene expression analysis**. For a subset of genes involved in stem development independent of genotypic variation, Log_2_(PES/ES) values from the RNA-Seq data (*x-axis*) generated using (A) the *Medicago sativa *Gene Index (MSGI1.0) or (B) the *Medicago truncatula *coding sequences (Mt3.0 cds) as reference sequences were plotted against Log_2_(PES/ES) values from the GeneChip data (*y-axis*) previously generated [25]. For 63 randomly selected genes (C) and 34 selected cell wall genes (D), Log ratio values from the RNA-Seq data (*x-axis*) generated using MSGI1.0 (**O**) and Mt3.0 cds (**Δ**) as reference sequences were plotted against ΔΔC_T _values obtained from the qRT-PCR data (*y-axis*).

As a final evaluation of MSGI 1.0 and Mt3.0 cds as reference sequences for digital gene expression analysis in alfalfa, we compared the digital gene expression data generated using MSGI 1.0 and Mt3.0 cds sequences with real -time quantitative RT-PCR (qRT-PCR) data obtained from 97 genes (63 randomly selected, 34 cell wall genes) (Additional file 10) (see Methods for details). Previous studies showed a linear relationship between ΔΔC_T _values from qRT-PCR and the log gene expression ratio obtained in microarray analysis [25,49,50]. We plotted ΔΔC_T _values obtained from the qRT-PCR data for randomly selected genes against Log_2_(708ES/773ES) values from the RNA-Seq data with MSGI 1.0 or Mt3.0 cds as reference sequences. The results showed a linear relationship between qRT-PCR data and the RNA-Seq data using both reference sequences. However, using MSGI 1.0 increased the Pearson correlation coefficient (R) from 0.63 to 0.85 (Figure 4C). 

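For the 63 randomly selected genes, Pearson's r between the deposited RPKM values as log2(708ES/773ES), with 0 set to 0.5, and the ΔΔCT values was 0.845, and Spearman's rho was 0.888. A two-sided permutation test gave p = 1e-05, the smallest value that 100000 resamples allow. The smallest absolute log2 ratio was 1.11, so the genes fall into separate groups. Within the 30 genes higher in 708, r was 0.534 (permutation p = 0.003), and within the 33 genes higher in 773 it was 0.756 (p = 1e-05). Without the 2 genes farthest from the median ratio, r was 0.864. With all 63 genes, summing reads over sequences with the same best match gave r = 0.69. The direction was the same in 58 of 63 genes, and the absolute log2 ratio was larger than the absolute ΔΔCT in 45. Read counts behind log2 ratios more than 4 above the ΔΔCT were 351 against 1 for NODE_55652_length_169_cov_48.650887 (7.44, ΔΔCT 2.8), 185 against 1 for NODE_9435_length_183_cov_16.065575 (6.43, ΔΔCT 0.8), 3322 against 30 for TC364 (5.71, ΔΔCT 1.6) and 126 against 4 for NODE_32883_length_133_cov_15.240602 (3.88, ΔΔCT -0.15). The same calculation on the Mt3.0 cds ratios printed by the paper gave r = 0.627.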

Next, we plotted ΔΔC_T _values obtained from the qRT-PCR data for selected cell wall genes against Log_2_(708PES/773PES) values from the RNA-Seq data. Using MSGI 1.0 as the reference sequence database also increased the Pearson correlation coefficient (R) for selected cell wall genes from 0.45 to 0.76 (Figure 4D). 

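For the 34 cell wall gene entries, which stand for 32 sequences, r between log2(708PES/773PES) and ΔΔCT was 0.755, with the same value for rho (p = 1e-05 for each). This p value is unchanged by Benjamini-Hochberg adjustment over the 2 gene sets. The smallest absolute log2 ratio was 1.96. Within the 20 entries higher in 708, r was 0.41 (permutation p = 0.067), and within the 14 higher in 773 it was 0.00855 (p = 0.981). The direction was the same in all 34, and 29 had a larger absolute log2 ratio than ΔΔCT. Summed over the best match, r was 0.396 (permutation p = 0.020). The gap to the ΔΔCT was larger than 4 for NODE_48396_length_94_cov_45.436169 (log2 ratio 7.85, 487 against 1 reads, ΔΔCT 1.2). For NODE_16983_length_150_cov_58.900002 (403 against 0 reads, ΔΔCT 14.7) and NODE_4019_length_169_cov_10.266273 (117 against 0, ΔΔCT 9.6) the reads give only a lower limit of the ratio, so no gap can be stated.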

On the basis of these results, we chose to use MSGI 1.0 as reference sequences for digital gene expression analysis of stems of alfalfa genotypes 708 and 773.

### Transcript profiling of stems of alfalfa genotypes 708 and 773

For transcript profiling of stems of alfalfa genotypes 708 and 773, we analyzed the RPKM-normalized digital gene expression counts for each sequence in MSGI 1.0 for cDNA libraries derived from ES and PES internodes of each genotype (Additional file 11). 

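An RPKM above 0 was found in at least 1 library for 117342 sequences (94.6%; Clopper-Pearson interval 94.5 to 94.7%). A read count above 0 was found for 117396, which leaves 6629 silent sequences. Of the silent sequences, 4385 (66.2%) are GS FLX Titanium singletons, of which 26.8% were silent, against 0.990% of TCs. Requiring 10 reads over the 4 libraries moved the active share most, to 90.8%.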

Among the 124,025 sequences in MSGI 1.0, about 94.7% were transcriptionally active (RPKM > 0) in at least one library while about 5.3% (6,629 sequences) were silent in all four libraries examined (RPKM = 0 in all 4 libraries) (Additional file 11).

Among the transcriptionally-active genes in each library, we identified the top 500 most abundant transcripts (Additional file 12). 

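Ranked by RPKM, the sequence at place 500 had a value of 226.3 in 708 ES, 198.8 in 708 PES, 231.9 in 773 ES and 223.3 in 773 PES. A total of 988 sequences were in the top 500 of at least 1 library, and 190 in all 4. Ranking by read count kept 306, 289, 318 and 315 of each top 500. Photosynthesis held 97, 63, 67 and 85 of the classified sequences, with odds ratios of 28.3, 17.8, 22.1 and 30.2 (Fisher's exact test, Bonferroni p = 5.32e-90, 3.41e-48, 2.23e-56 and 8.05e-81). Amino acid metabolism as a whole was over-represented in 773 ES (22 sequences, odds ratio 3.43, Fisher's exact p = 0.002), and its aspartate family branch in all 4 libraries. Transport as a whole had odds ratios of 0.69, 0.679, 0.608 and 0.481 (Fisher's exact p = 1.000 for each), and its major intrinsic proteins were over-represented in all 4.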

The Fisher's exact test with Bonferroni correction (z-value cutoff = 1) revealed that genes belonging to photosynthesis, amino acid metabolism and transport classes were significantly over-represented among the most abundantly expressed transcripts in all 4 libraries which suggests roles as housekeeping genes in alfalfa stems (Additional file 13). We also identified functional classes over-represented among the most abundant genes expressed in a genotype- or tissue-specific manner suggesting their role in determining genotype or tissue identity (Additional file 13). 

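Over-represented were 24, 23, 32 and 20 MapMan classes in 708 ES, 708 PES, 773 ES and 773 PES. Of the 41 classes over-represented in any library, 14 were so in all 4. Counting each best match once gave 19 and 9 classes. The drought and salt stress class, the peroxidases and the cysteine proteases were over-represented in 773 ES alone, the arabinogalactan proteins in 708 PES alone and protein synthesis in 708 ES alone. The paper reasons from the shared classes to housekeeping roles, and from the classes specific to a genotype or tissue to a role in identity.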

Interestingly, genes involved in lignin biosynthesis were significantly over-represented among the most abundant genes. 

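The lignin class held 9, 16, 15 and 8 sequences of the top 500 in 708 ES, 708 PES, 773 ES and 773 PES. The odds ratios were 5.96, 12.7, 13.2 and 6.38 (Fisher's exact p = 0.027, 1.10e-09, 3.00e-09 and 0.046). With each best match counted once, the class was over-represented only in 708 PES (Fisher's exact p = 8.93e-07) and 773 ES (p = 0.002).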

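CCoAOMT was over-represented in 708 ES, 708 PES and 773 ES (3 sequences in each; Fisher's exact p = 0.044, 0.023 and 0.017), and CCR1 only in 773 ES (4 sequences, odds ratio 48.9, p = 0.002).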

The lignin genes over-represented in one or more libraries include CCoAOMT (caffeoyl-CoA O-methyltransferase), CCR1 (cinnamoyl-CoA reductase1) and COMT (caffeic acid O-methyltransferase) genes (Additional file 13). On the other hand, the transcription factor family class was significantly under-represented among the most abundant transcripts in three libraries (Additional file 13). 

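Classes of transcriptional regulation held 5 sequences in 708 ES (odds ratio 0.0949, Fisher's exact p = 1.63e-12), 5 in 773 ES (0.12, p = 1.12e-08) and 6 in 773 PES (0.139, p = 2.62e-08). In 708 PES they held 20 (0.449, Fisher's exact p = 0.108).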

Table 2 shows the top 10 most abundant protein-coding transcripts identified in each alfalfa stem internode library. 

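MSGI1_196, a 26S ribosomal RNA sequence, had the highest RPKM in every library (7906.0 in 708 ES, 8838.9 in 708 PES, 4245.4 in 773 ES and 7041.4 in 773 PES). Among the 10 sequences of highest RPKM, 5, 6, 2 and 4 are described as ribosomal RNA, and 4, 3, 8 and 5 are in Table 2. The RPKM of the sequences of Table 2 is given in the order 708 ES, 708 PES, 773 ES and 773 PES. Among them were MSGI1_2417 (6068, 6754, 3271 and 6034), MSGI1_8746 (4812, 4697, 3849.9 and 3586), MSGI1_523 (4213, 5428, 2719 and 3552), MSGI1_18145 (3859, 979, 2555 and 3399.8) and MSGI1_27309 (748, 2453, 1317 and 3336). Further sequences were MSGI1_11989 (2315, 2574, 1171 and 2387), MSGI1_6529 (265, 328, 2393 and 2350.0), MSGI1_1166 (1458, 1486, 901 and 2182), MSGI1_62398 (160.2, 225, 1267 and 2168) and MSGI1_21335 (2012, 2465, 1275 and 2155). Lower values in 773 PES were found for MSGI1_8707 (2762, 2632, 1854 and 1833), MSGI1_4749 (1425, 1682, 1298 and 1693), MSGI1_5229 (2287, 2139.8, 1507 and 1561), MSGI1_1415 (1723, 1215, 764 and 1468) and MSGI1_36219 (1633, 1777, 723 and 1256). The lowest were found for MSGI1_5153 (1705, 1531, 1058 and 1089.6), MSGI1_29285 (324, 513, 2861 and 1035), MSGI1_13276 (86.0, 77.4, 2749.6 and 423), MSGI1_7576 (274, 114, 2357 and 284) and MSGI1_96533 (10.5, 4.5, 2579.8 and 15.9).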

Interestingly, a putative COMT gene (MSGI1_1270) was among the top 10 most abundant protein-coding transcripts and it was up-regulated in 773 (high lignin genotype) in both ES and PES internodes compared to 708 (low lignin genotype). The promoters of these highly expressed genes, including strong constitutive and tissue-specific promoters, may be useful for transgenic studies in alfalfa.

**Table 2:** Top 10 most abundant protein-coding transcripts identified in each alfalfa stem internodes library.

Unique_ID	Libraries				Putative Functions
		
	708_ES	708_PES	773_ES	773_PES	
------------ RPKM-normalized expression counts ------------					
MSGI1_2417	**6068 (1)**^†^	**6754 (1)**	**3271 (2)**	**6034 (1)**	Leucine-rich repeat family protein
MSGI1_8746	**4812 (2)**	**4697 (3)**	**3850 (1)**	**3586 (2)**	Chlorophyll a/b binding protein
MSGI1_523	**4213 (3)**	**5428 (2)**	**2719 (6)**	**3552 (3)**	Beta ketoacyl CoA synthase
MSGI1_18145	**3859 (4)**	979	**2555 (8)**	**3400 (4)**	Rubisco small chain
MSGI1_27309	748	**2453 (7)**	1317	**3336 (5)**	Metallothionein
MSGI1_11989	**2315 (6)**	**2574 (5)**	1171	**2387 (6)**	Uncharacterized protein
MSGI1_6529	265	328	**2393 (9)**	**2350 (7)**	Glycine rich protein
MSGI1_1166	1458	1486	901	**2182 (8)**	AAA ATPase
MSGI1_62398	160	225	1267	**2168 (9)**	Stress (ABA)-inducible protein
MSGI1_21335	**2012 (8)**	**2465 (6)**	1275	**2155 (10)**	Cytochrome P450-like
MSGI1_8707	**2762 (5)**	**2632 (4)**	1854	1833	Chlorophyll a/b binding protein
MSGI1_4749	1425	**1682 (10)**	1298	1693	Polyubiquitin
MSGI1_5229	**2287 (7)**	**2140 (8)**	1507	1561	Chlorophyll a/b binding protein
MSGI1_1270	744	969	**3145 (3)**	1470	Caffeic acid O-methyltransferase
MSGI1_1415	**1723 (9)**	1215	764	1468	Elongation factor 1-alpha
MSGI1_36219	1633	**1777 (9)**	723	1256	Uncharacterized protein
MSGI1_5153	**1705 (10)**	1531	1058	1090	Chlorophyll a/b binding protein
MSGI1_29285	324	513	**2861 (4)**	1035	Stress (ABA)-inducible protein
MSGI1_13276	86	77	**2750 (5)**	423	Cold acclimation responsive protein
MSGI1_7576	274	114	**2357 (10)**	284	Cold-acclimation-specific protein (CAS)
MSGI1_96533	11	5	**2580 (7)**	16	Cold acclimation-specific protein CAS)

^† ^Top 10 most abundant protein-coding transcripts selected from each library are highlighted in bold. Numbers enclosed in parenthesis represent rank based on transcript frequency for the top 10 most abundant protein-coding transcripts in each library.

We also identified putative housekeeping genes (HKGs) that showed little variation in expression but were expressed at relatively high levels. To identify HKGs, we first selected genes with an average RPKM-normalized transcript count greater than 10. Next, we selected the top 300 genes with the lowest coefficient of variation (CV = standard deviation/mean) (Additional file 14) [13]. These HKGs may be useful as reference genes in qRT-PCR or other experiments to normalize gene expression levels across different conditions [51].

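A mean RPKM above 10 was found for 33124 sequences, and the CV of the 300 least variable ones ran from 0.689 to 5.59%. Of the 300, 290 are also in Additional file 14. Their median CV was 4.51%, and the median CV that counting error alone gives for the same sequences was 5.04%. The CV was at or below that of counting error in 182 of the 300 (60.7%). A mean limit of 50 instead of 10 moved the set most and kept 21 of the 300, and scaling by the trimmed mean of M values (TMM) kept 134. The paper proposes these sequences as reference genes.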

### Identification of differentially expressed genes

We used a MA-plot-based method with a random sampling model in a DEGSeq program [52] to identify genes differentially expressed between stems of alfalfa genotypes 708 and 773. 

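The random sampling model was applied to the deposited read counts of each pair of libraries, with 0 reads set to 0.5 in the ratio. Sequences with p below 0.001, a Benjamini-Hochberg q below 0.025 and a ratio of at least 2 are named differentially expressed. Ratios are of reads divided by the library total. The number of sequences with reads in a pair was 115002 (ES and PES in 708), 112487 (ES and PES in 773), 116477 (708 and 773 in ES) and 116106 (708 and 773 in PES).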

A total of 3,838 and 4,428 genes were differentially expressed between ES and PES tissues of genotypes 708 and 773, respectively (p < 0.001, FDR < 0.025, ≥ 2-fold difference) (Additional files 15 and 16). 

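Between ES and PES, 19758 sequences were differentially expressed in 708 and 16517 in 773. In 708, 10646 were higher in PES (53.9%) and 9112 in ES. In 773, 6317 were higher in PES (38.2%) and 10200 in ES. The alternative that moved these numbers most assumed a coefficient of biological variation of 0.4, which left 1229 and 927. The same model with RPKM values in place of counts gave 3838 and 4432. The majority in 708 was higher in ES with RPKM values (2176 against 1662), with TMM-scaled totals (11186 against 8315), with DESeq2 size factors (11029 against 8455) and with an assumed variation of 0.2 (4349 against 3960) or 0.4 (974 against 255).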

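Both genotypes shared 5246 of the sequences that differed between ES and PES. The direction was the same in 3500 and opposite in 1746 (33.3%), of which 1387 were higher in PES of 708 and in ES of 773. A total of 849 were shared with RPKM values in the model, of which 255 were opposite. With an assumed variation of 0.2 the number was 1796, of which 437 were opposite, and with 0.4 it was 190, of which 3 were.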

Among the genes that were differentially expressed between ES and PES internodes, 849 genes were detected in internodes of both genotypes. In addition, a total of 8,883 and 4,799 genes were differentially expressed between genotypes 708 and 773 within ES and PES internodes, respectively (p < 0.001, FDR < 0.025, ≥ 2-fold difference) (Additional files 17 and 18). 

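Between 708 and 773, 37298 sequences were differentially expressed in ES and 23864 in PES. In ES 19613 were higher in 708 and 17685 in 773. In PES 15236 were higher in 708 (63.8%) and 8628 in 773. With RPKM values in the model the numbers were 9124 (4163 higher in 708 and 4961 in 773) and 4803 (2596 and 2207), and with reads summed over the best match 2456 and 980.

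**Figure D1:**
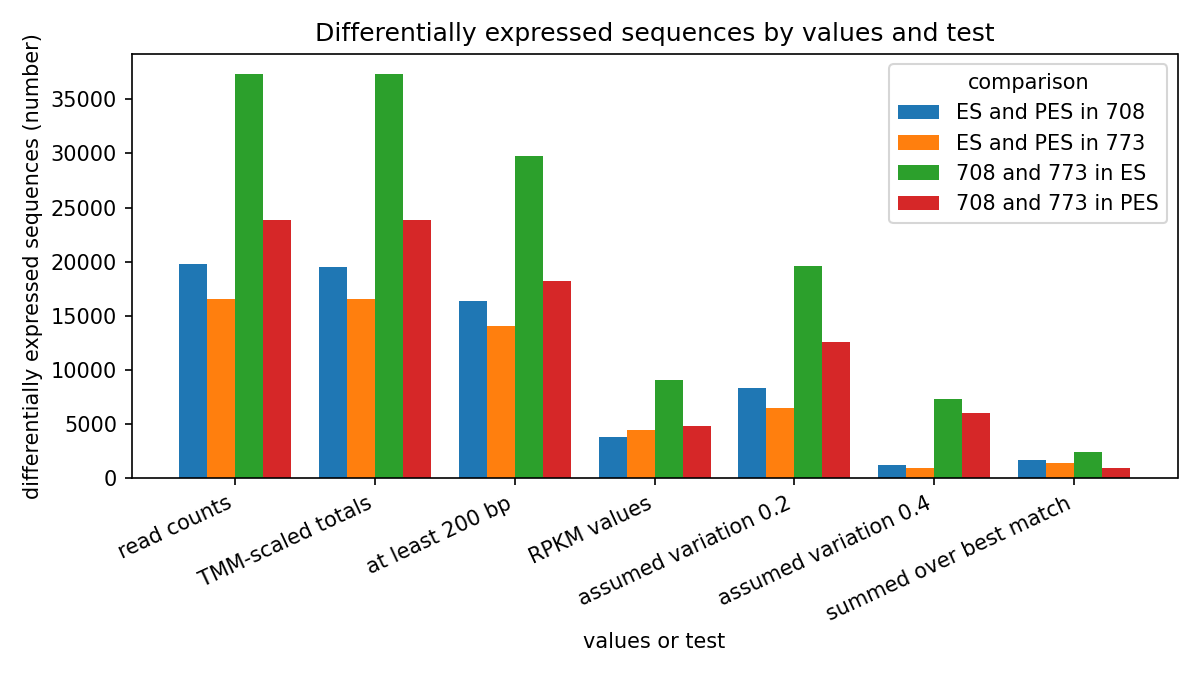
Number of differentially expressed sequences in each of the 4 comparisons with read counts, TMM-scaled totals, sequences of at least 200 bp, RPKM values in the model, an assumed biological variation of 0.2 or 0.4, and reads summed over the best match.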

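Of the sequences that differed between 708 and 773, 14843 did so in both ES and PES. Among them 8254 were higher in 708 and 5032 in 773 in both tissues. Given RPKM values, the model left 2471 shared.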

Of the genes that were differentially expressed between the two genotypes, 2,422 were detected in both ES and PES internodes. Among the 13,797 differentially expressed genes identified in four pair-wise comparisons of ES and PES internodes of the two genotypes, about 85% were ubiquitously expressed in all four libraries (RPKM-normalized transcript count > 0 in all 4 libraries), about 5.5% were expressed in three libraries, about 9.6% were expressed in two libraries, and 16 genes were expressed in only one library (Additional file 19). These results suggest that stem tissue internodes in alfalfa may be characterized on the basis of differential expression of ubiquitous genes or tissue/genotype-specific expression of selected genes as shown in previous studies with other species [12,13,40]. 

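The 4 comparisons together gave 55465 differentially expressed sequences. Of these, 48447 (87.3%) had an RPKM above 0 in all 4 libraries, 2372 (4.28%) in 3, 4589 (8.27%) in 2 and 57 in 1. The model with RPKM values gave 13956 sequences, with 84.7% above 0 in all 4 libraries and 16 in 1. The paper proposes from these shares that stem internodes are marked by expression differences of ubiquitous genes as well as by genes specific to a tissue or genotype.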

SNPs were detected in 700 differentially expressed genes. 

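Of the differentially expressed sequences 4091 hold a SNP, and 356 of these (8.70%; Clopper-Pearson interval 7.86 to 9.61%) are in the cell wall class. With RPKM values in the model the numbers were 1512 and 180 (11.9%).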

Interestingly, about 14% of these SNP-harboring differentially expressed genes were cell wall-related genes.

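Ratios are given here for sequences of at least 200 bp with at least 100 reads in the higher and 10 in the lower library. Within these limits, the largest ratios between ES and PES were those of MSGI1_1814 (log2(PES/ES) 6.74, 7087 against 64 reads) and MSGI1_3527 (-8.44, 69 against 23145) in 708, and of the acidic endochitinase MSGI1_23089 (8.14, 10108 against 37) and MSGI1_12319 (-9.21, 10 against 6121) in 773. The largest between genotypes were those of MSGI1_5848 (log2(708/773) 8.78, 11299 against 12) and MSGI1_34260 (-10.02, 10 against 4867) in ES, and of MSGI1_10599 (8.08, 11798 against 19) and MSGI1_3494 (-9.52, 20 against 6427) in PES.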

To illustrate the differential expression of genes detected in the stem internodes of 708 and 773, we generated a heatmap of RPKM-normalized transcript counts for the top 200 most differentially expressed genes in each pair-wise comparison (Figure 5, Additional file 20). Groups I and III in Figure 5 contain genes that were differentially expressed in a tissue-specific manner which suggests their role in alfalfa stem development. For example, one expansin and four pectin esterase genes included in group I were up-regulated in ES compared to PES internodes in both genotypes. These genes are involved in cell wall loosening and cell elongation [53,54]. On the other hand, a putative alfalfa cellulose synthase gene, *IRREGULAR XYLEM 3 *(*IRX3*), included in group III (Figure 5) was up-regulated in PES internodes compared to ES in both genotypes. 

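For the expansin MSGI1_6164 log2(PES/ES) was -7.42 in 708 (93 against 15321 reads) and -5.93 in 773 (20 against 1257). The pectin esterase MSGI1_2335 had -8.12 (159 against 42686) and -4.74 (91 against 2514), and MSGI1_104513 had -7.85 (27 against 6004) and -4.64 (10 against 258). MSGI1_112948 had -8.42 (3 against 989; 95% interval -10.70 to -6.87) and -4.48 (1 against 23; -9.84 to -1.86). MSGI1_112959 had -7.82 (5 against 1086) and -3.54 (3 against 36; -5.88 to -1.88). Summed over sequences with the same best match, which may pool paralogs, the expansin had -5.67 and -3.00. The sums for the pectin esterases in 773 were -0.87 and, for MSGI1_104513, 0.94, the opposite direction. The paper reasons from such tissue-specific genes to a role in stem development.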

Several previous studies demonstrated xylem specific expression of *IRX3 *and its role in secondary cell wall development in *Arabidopsis *[55-57]. 

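The IRX3 sequence of Figure 5, MSGI1_51978, had a log2(PES/ES) of 1.30 in 708 (319 against 125 reads) and 3.20 in 773 (116 against 13), and was differentially expressed in both. Summed over the 24 sequences with this best match the values were 0.43 and, in the opposite direction, -0.36.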

Groups II and IV in Figure 5 contain genes differentially expressed in a genotype-specific manner suggesting possible roles in the genotypic variation between stems of 708 and 773. For example, two extensin genes and a cellulose synthase gene (*CESA4*) included in group II were up-regulated in genotype 708 compared to 773 in both ES and PES internodes. These genes may be responsible for the higher cellulose content in stem internodes of genotype 708 compared to 773. 

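The extensin MSGI1_13123 had a log2(708/773) of 8.09 in ES (2339 against 4 reads) and 8.56 in PES (1729 against 2; 95% interval 6.70 to 11.61). The extensin MSGI1_10868 had 9.14 in ES (1208 against 1; 6.66 to 14.45) and was at least 131-fold higher in PES (903 against 0). The CESA4 sequence MSGI1_114309 had 6.91 in ES (258 against 1; 4.42 to 12.22) and 7.73 in PES (487 against 1; 5.25 to 13.04). The qRT-PCR entry with the same best match and the same reads in PES, NODE_48396_length_94_cov_45.436169, had a ΔΔCT of only 1.2. Summed over the best match, the extensins had 5.25 and 3.5. The 19 sequences with the CESA4 match had -0.57 in ES, the opposite direction, and 0.73 in PES. From the higher expression in 708 and the cellulose contents of the genotypes, the paper proposes that these genes are behind the higher cellulose content of 708.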

Group V in Figure 5 contains genes differentially expressed in both a genotype- and tissue-specific manner.

**Figure 5:**
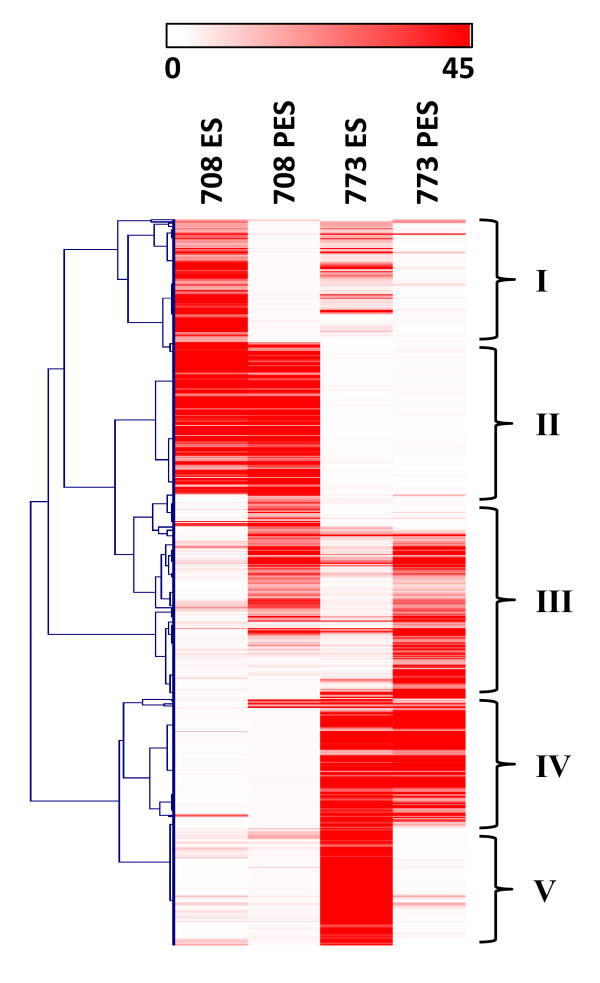
**Hierarchical clustering analysis of the top 200 most differentially expressed genes selected from pair-wise comparisons**. Pair-wise comparisons of gene expression were made between stem tissues (ES, PES) in alfalfa genotypes 708 and 773. The RPKM-normalized expression counts for each gene in each library are represented by intensity of the red color on a 0 to 45 scale. Dark red (scale intensity 45) indicates genes with RPKM-normalized expression counts ≥ 45. See Methods for details. Groups I and III, genes differentially expressed in a tissue-specific manner; Groups II and IV, genes differentially expressed in a genotype-specific manner; and Group V, genes differentially expressed in both a genotype- and tissue-specific manner. A complete list of the genes, RPKM-normalized expression counts, and corresponding MapMan functional categories are provided in Additional file 20.

Lignin content in alfalfa stems affects the quality of alfalfa as a forage crop and biomass feedstock. Lignin is indigestible and reduces cell wall digestibility in ruminants [58-60]. In addition, the pre-treatment process to remove lignin is one the most costly steps of cellulosic ethanol production [61-64]. Over multiple environments, alfalfa genotype 773 consistently showed higher cell wall lignin content in stems compared to genotype 708 (Figure 1) suggesting differences in the genetics of lignin biosynthesis. In an effort to identify key genes responsible for differences in cell wall properties in stems of genotypes 708 and 773, we identified lignin (phenylpropanoid) pathway genes among the 13,797 genes detected (Additional file 21). Next, we generated a heatmap of gene expression ratios for each selected lignin pathway gene for each pair-wise comparison (see Methods for details). The heatmaps generated were inserted into the lignin biosynthetic pathway (Figure 6). As expected, numerous lignin pathway genes were up-regulated in PES compared to ES internodes (Figure 6, Additional file 21). 

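Of the 98 lignin pathway sequences in Additional file 21, 52 differed between ES and PES in 708, of which 28 (53.8%; Clopper-Pearson interval 39.5 to 67.8%) were higher in PES. In 773, 45 differed, of which 18 (40.0%; 25.7 to 55.7%) were higher in PES. Higher in PES of 708 and of 773 were 9 and 1 4-coumarate-CoA ligase and 5 and 6 ferulate 5-hydroxylase sequences. The 14 differing peroxidases were all lower in PES of 708, and 12 of 13 were lower in PES of 773. Of the differing beta-glucosylases, 0 of 4 were higher in PES of 708 and 6 of 10 in PES of 773. The legend of Figure 6 names neither of these enzymes, so the shares of the whole list depend on which enzymes are counted. Of phenylalanine ammonia-lyase, 9 sequences were higher in PES of 708 and 6 higher in ES of 773. In both genotypes 7 sequences were higher in PES, 7 were higher in ES and 3 changed direction. These numbers were 6, 2 and 0 with RPKM values in the model, and 6, 8 and 3 with TMM-scaled totals. With TMM-scaled totals 21 of 47 (44.7%) were higher in PES of 708, so the majority was then higher in ES. Summing over the best match moved the share in 708 most, to 33.3%.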

We also identified lignin genes differentially expressed between the two alfalfa genotypes. For example, several *CAD *and *COMT *genes were up-regulated in 773 compared to 708 especially in ES internodes (Figure 6, Additional file 21). These genes may contribute to difference in lignin content in cell walls of stems of genotypes 708 and 773.

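The CAD sequences MSGI1_41691, MSGI1_45428, MSGI1_71147 and MSGI1_2481 had log2(708/773) of -2.32, -5.60, -1.44 and -1.75 in ES, and of -0.74, -2.75, 0.24 and 0.19 in PES. All were differentially expressed in ES, and in PES only MSGI1_45428 was. Summed over the best match, CAD had -1.81 in ES and 0.11 in PES, which reverses the direction of 2 sequences in PES. From these genes and the lignin contents the paper proposes a contribution to the difference in lignin between the genotypes.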

**Figure 6:**
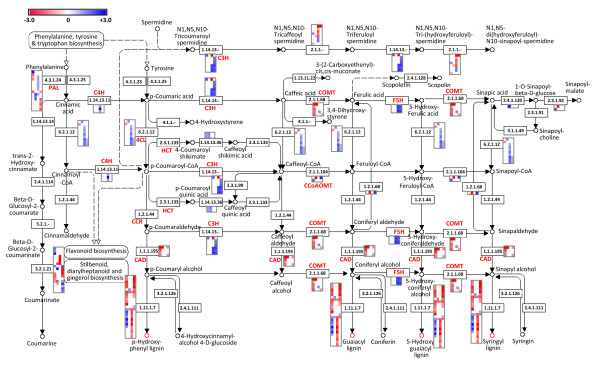
**Lignin pathway genes differentially expressed in stem tissues of two alfalfa genotypes**. Pair-wise comparisons were made between stem tissues (ES, PES) of genotypes 708 and 773. Columns in each heatmap from left to right: Log_2_(708ES/773ES), Log_2_(708PES/773PES), Log_2_(708PES/708ES), and Log_2_(773PES/773ES). The rows in each heatmap represent lignin gene sequences identified in MSGI 1.0. The Log_2 _expression ratio values were false color-coded using a scale of -3 to 3. The intensity of blue and red indicates the degree of up- and down-regulation of the corresponding lignin gene in the denominator in each column mentioned above. The red and blue color saturates at -3 and 3, respectively. See Methods for details. The heatmaps generated were inserted next to the corresponding lignin gene in the lignin biosynthetic pathway diagram downloaded from the KEGG pathway database http://www.genome.jp/kegg/pathway/map/map00940.html. PAL, phenylalanine ammonia-lyase; C4H, cinnamate-4-hydroxylase; 4CL, 4-coumarate-CoA ligase; HCT, hydroxycinnamoyltransferase; C3H, p-coumarate 3-hydroxylase; CCoAOMT, caffeoyl-CoA 3-O-methyltransferase; CCR1, cinnamoyl-CoA reductase 1; F5H, ferulate 5-hydroxylase; COMT, caffeic acid O-methyltransferase; CAD, cinnamyl-alcohol dehydrogenase.

A previous study [25] and the current study both suggest significant genotypic variation for gene expression in alfalfa stem internodes. To identify genes involved in general stem development (ES vs. PES internodes) independent of genotypic variation in gene expression, we selected a subset of alfalfa genes differentially expressed between ES and PES internodes in both genotype 708 and genotype 773 (p < 0.001, FDR < 0.025, ≥ 2-fold difference). 

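Differentially expressed between ES and PES in both genotypes with the same direction were 3500 sequences, 1430 higher in PES and 2070 higher in ES. They hold 584 of the 594 sequences in Additional file 22. Given RPKM values, the model leaves 594, of which 302 are higher in PES and 292 in ES.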

A total of 594 genes were identified by further selecting genes with similar differential expression patterns in both genotypes [Log_2_(PES/ES) ≥ 1 or ≤ -1 in both genotypes] (Additional file 22). Among these genes, about 19% were cell wall-related genes. These genes included 5 cellulose synthase genes (a putative *IRX3*, two *CesA8s*, and two *COBRAs*) and six lignin pathway genes (three 4CLs and three F5Hs) that were up-regulated in PES compared to ES internodes in both genotypes (Additional file 22). 

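In the set of 3500 sequences 14.9% (Clopper-Pearson interval 13.8 to 16.2%) are in the cell wall class, and in that of 594 sequences 111 (18.7%; 15.6 to 22.1%).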

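The IRX3 sequence MSGI1_9630 had a log2(PES/ES) of 2.04 in 708 and 1.34 in 773 (2515 against 591 and 676 against 276 reads). The CesA8 sequences MSGI1_178 and MSGI1_100945 had 1.5 and 1.56 in 708 and 1.5 and 2.08 in 773. The COBRA sequences MSGI1_10543 and MSGI1_7073 had 1.48 and 1.61 in 708 and 1.8 and 2.17 in 773. All 5 were differentially expressed in both genotypes. The 4CL sequences MSGI1_115705, MSGI1_1501 and MSGI1_654 had 2.04, 1.74 and 1.82 in 708, and 0.94, 1.00 and 0.97 in 773, where only MSGI1_1501 reached the 2-fold limit. The F5H sequences MSGI1_50705, MSGI1_90427 and MSGI1_1121 had 2.43, 2.21 and 2.43 in 708 and 2.38, 2.05 and 2.18 in 773. Summed over the best match, CesA8 had 0.53 in 708 and -0.11 in 773, and COBRA 0.43 and 0.00, while F5H kept 1.83 and 1.38.

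**Figure D2:**
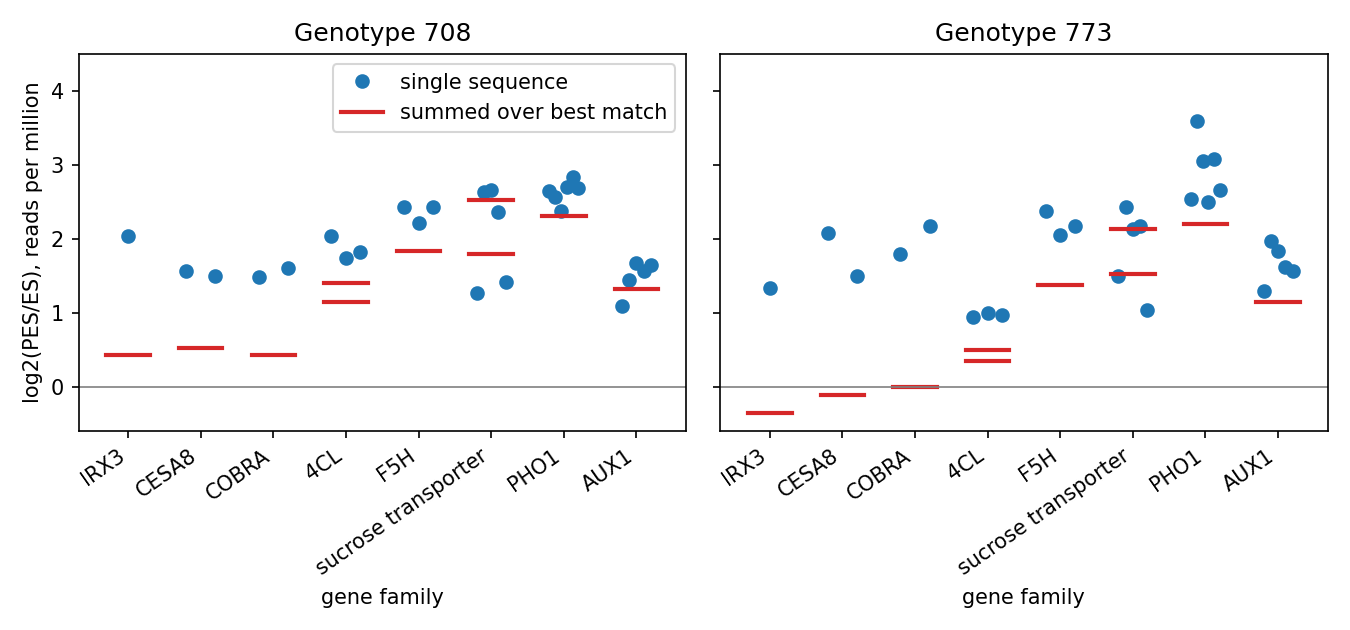
log2(PES/ES) in genotypes 708 and 773 for single sequences of 8 gene families (points) and for the reads summed over all sequences with the same best match (lines).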

In *Arabidopsis*, *IRX3*, *CesA*8 (*IRX1*) and *COBRA *genes are involved in cellulose biosynthesis during secondary cell wall development [46,55-57,65,66]. 

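Among the sequences higher in PES of both genotypes, 509 carry a tested class, against a background of 23696, and 21 classes were over-represented. Metal handling held 12 (odds ratio 6.0, Fisher's exact p = 0.001), sucrose transporters 9 (34.8, p = 1.16e-07), amino acid transporters 21 (8.34, p = 1.52e-09) and phosphate transporters 8 (17.6, p = 6.77e-05). Arabinogalactan proteins held 6 (8.91, Fisher's exact p = 0.069), and the argininosuccinate synthase class, with 6 sequences in the background, was below the tested size. In the 594 sequences of Additional file 22, arabinogalactan proteins gave a Fisher's exact p = 0.003. A background of all sequences with a class moved the number of over-represented classes in both directions of change from 45 to 68. The number fell to 25 with the 594 sequences of Additional file 22 and to 15 with each best match once.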

The gene families that were significantly over-represented among genes up-regulated in PES compared to ES internodes in both genotypes (Fisher's exact test with Bonfferoni correction with z-value cutoff of 1) included arabinogalactan protein (AGP), arginosuccinate synthase, metal handling, and transporter (sucrose, amino acids, and phosphate) families (Additional file 23). The gene families significantly over-represented among genes up-regulated in ES compared to PES internodes in both genotypes included invertase, pectin esterase, simple phenol, gibberellin-responsive, cold-responsive, lipid transfer protein (LTP), and GDSL-motif lipase families (Additional file 23). 

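Among the sequences higher in ES of both genotypes, 644 carry a tested class, and 24 classes were over-represented. Invertases held 5 (odds ratio 18.0, Fisher's exact p = 0.019), pectin esterases 21 (14.1, p = 3.74e-13), simple phenols 11 (12.5, p = 7.83e-06) and gibberellin-responsive genes 8 (29.0, p = 5.36e-06). Cold-responsive genes held 16 (20.2, Fisher's exact p = 1.25e-11), lipid transfer proteins 93 (26.9, p = 2.32e-80) and GDSL-motif lipases 21 (26.8, p = 1.68e-17). Counting each best match once gave a Fisher's exact p = 0.129 for cold-responsive genes, and in the 594 sequences of Additional file 22 lipid transfer proteins gave p = 0.906.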

Cell wall family genes were over-represented among genes up-regulated in both ES and PES Internodes.

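The cell wall class held 99 of the sequences higher in PES (odds ratio 1.75, Fisher's exact p = 0.002) and 256 of those higher in ES (5.07, p = 1.76e-69). Counting each best match once gave a Fisher's exact p = 0.244 for the sequences higher in PES.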

Assimilated photosynthetic carbon is translocated primarily as sucrose in higher plants [67]. Membrane-bound, energy dependent, H^+^-symporting sucrose transporters (*SUC *or *SUT *proteins) play an essential role in sucrose uptake in sink tissues and sucrose release in source tissues [67]. In this study, members of the sucrose transporter gene family were over-represented among genes up-regulated in PES compared to ES internodes in both genotypes (Additional file 23). Previous studies showed that the expression of sucrose transporter genes was developmentally regulated in plants [68-73]. For example, sucrose transporter genes were up-regulated during secondary cell wall synthesis in developing cotton fibers [73]. 

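The sucrose transporter sequences MSGI1_112958, MSGI1_93236, MSGI1_119227, MSGI1_2029 and MSGI1_2001 had log2(PES/ES) of 1.27, 2.63, 2.66, 2.37 and 1.42 in 708. In 773 the values were 1.5, 2.43, 2.13, 2.17 and 1.04. All were differentially expressed in both genotypes, and the sums over the 2 best matches were 1.79 and 2.53 in 708 and 1.52 and 2.13 in 773.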

In this study, we identified five putative sucrose transporters (*MsSUCs*) that were up-regulated in PES compared to ES internodes in both genotypes (Additional file 22, Additional file 24). As stem development progresses from ES to PES, sink strength may also increase due to secondary cell wall formation in secondary xylem. The up-regulation of *MsSUCs *in PES internodes may be in response to increased demand for sucrose and UDP-glucose to support cellulose synthesis during secondary cell wall formation. Consistent with this explanation is our finding that three sucrose synthase (*MsSuSy*) genes were up-regulated in PES compared to ES internodes in both genotypes. 

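The sucrose synthase sequences MSGI1_39149, MSGI1_43330 and MSGI1_306 had log2(PES/ES) of 1.21, 1.04 and 1.11 in 708, and of 1.10, 1.28 and 0.97 in 773, where MSGI1_306 (21878 against 11524 reads) fell short of 2-fold. With TMM-scaled totals only MSGI1_39149 was differentially expressed in 708. The paper proposes that sucrose transporters rise in PES to meet a demand for sucrose and UDP-glucose in cellulose synthesis, and names the rise of sucrose synthase as fitting this explanation.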

Sucrose synthase provides the UDP-glucose needed for cellulose synthesis [74,75]. In addition to their roles in providing sucrose and UDP-glucose for cellulose synthesis in secondary cell walls, *MsSUCs *and *MsSuSy *genes, respectively, may play important roles in modulating sugar sensing and signal transduction pathways during stem development in alfalfa [76].

In addition to the *SUC *transporter gene family, we also found that the phosphate (Pi) transporter gene family was over-represented among genes up-regulated in PES compared to ES internodes in both genotypes (Additional file 23). We identified six putative *PHOSPHATE1 *(*PHO1*) genes up-regulated in PES compared to ES internodes in both genotypes (Additional file 22, Additional file 24). 

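The PHO1 sequences MSGI1_37966, MSGI1_60310, MSGI1_42363, MSGI1_2880, MSGI1_58587 and MSGI1_23735 had log2(PES/ES) of 2.65, 2.57, 2.38, 2.70, 2.84 and 2.69 in 708. In 773 the values were 2.54, 3.59, 3.05, 2.50, 3.08 and 2.66. All were differentially expressed in both genotypes, and the sum over the 21 sequences with this best match was 2.31 in 708 and 2.20 in 773. From the role of PHO1 in loading phosphate into the xylem, the paper proposes that its rise meets phosphate needs during cellulose synthesis.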

In *Arabidopsis *root epidermal and cortical cells, PHO1 is involved in Pi loading into the xylem [77,78]. A recessive mutation in *PHO1 *in *Arabidopsis *resulted in reduced Pi loading into xylem [77,78]. *PHO1 *is expressed predominantly in roots and up-regulated under conditions of Pi starvation [78-80]. A recent study in *Arabidopsis *showed that the expression of *PHO1 *was modulated by *WRKY6 *and *WRKY42 *transcription factors in response to low Pi [81]. Up-regulation of *PHO1 *genes in PES may be needed to meet the requirements of Pi uptake and redistribution during cellulose synthesis in secondary cell walls. For example, the fructose released by *SuSy *(sucrose -> UDP-glucose + fructose) needs to be phosphorylated to be recycled by sucrose phosphate synthase (SPS).

The plant hormone auxin is a key regulator of plant growth and development [82]. In addition to its role in cell wall loosening and cell elongation [82], auxin also regulates vascular tissue differentiation and patterning in plants [82-85], secondary xylem development in trees [86,87], and fiber development in cotton [88]. Indole-3-acetic acid (IAA), the major auxin species, is made in the shoot apex and transported to the root apex [82]. Directional auxin transport is mainly controlled by the coordinated action of auxin influx (*AUX1*) and efflux (*PIN*) carrier complexes [82]. *AUX1*, an amino acid permease-like membrane protein, was originally identified after screening for auxin resistant mutants [89]. In *Arabidopsis*, *AUX1 *was preferentially expressed in xylem compared to phloem and nonvascular tissues of the root-hypocotyl [90]. *Arabidopsis AUX1 *mutants showed a reduction in lateral root formation [91] but enhanced root generation in shoot regeneration media [92]. In addition, disruption of polar auxin transport in *Arabidopsis *resulted in ectopic vascular differentiation in leaves [93]. Polarized auxin transport is essential for providing directional and positional signals for various developmental processes such as apical dominance, organ development, tropic growth, embryogenesis and vascular development [82-85,94-98]. In this study, the amino acid transporter gene families, which include *AUX1 *genes, were over-represented among genes up-regulated in PES compared to ES internodes in both genotypes (Additional file 23). A total of 5 putative *AUX1 *genes were up-regulated in PES (Additional file 22, Additional file 24).The up-regulation of *AUX1 *in PES internodes of alfalfa and the resultant increase in auxin uptake may play an important role in the formation of secondary xylem. 

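The AUX1 sequences MSGI1_35919, MSGI1_121442, MSGI1_30750, MSGI1_12930 and MSGI1_1593 had log2(PES/ES) of 1.09, 1.44, 1.67, 1.57 and 1.65 in 708, and of 1.29, 1.97, 1.83, 1.62 and 1.57 in 773. All were differentially expressed in both genotypes, and with TMM-scaled totals MSGI1_35919 was not in 708. The sum over the 20 sequences with this best match was 1.32 and 1.15. From these ratios the paper proposes that auxin uptake rises in PES and takes part in the formation of secondary xylem.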

A recent study in trees suggested that the radial auxin concentration gradient in cell types of secondary xylem modulates the expression of a small number of key genes that regulate secondary xylem development [87].

In addition to transporter family genes that were differentially expressed between ES and PES internodes of both genotypes, we also identified transporter family genes that were differentially expressed between genotypes. For example, several sugar (glucose, hexose, and sucrose) transporters and *AUX1 *genes were up-regulated in 708 compared to 773 in both ES and PES internodes (Additional file 24, Additional file 25). These transporters may play a role in the higher cellulose and sugar (galactose and mannose) content in stem internodes of genotype 708 compared to 773 (Table 1). 

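Of the 40 sugar transporter sequences in Additional file 24, 7 were higher in 708 in both ES and PES and 6 were higher in 773 in both. In ES alone, 7 of the 26 that differed were higher in 708 (26.9%; Clopper-Pearson interval 11.6 to 47.8%), and in PES 8 of 14. Of the 12 AUX1 sequences, 2 were higher in 708 in both tissues and none in 773. MSGI1_120618 had a log2(708/773) of 5.70 in ES (111 against 1 reads; 95% interval 3.19 to 11.01) and was at least 45.5-fold higher in PES (313 against 0), and MSGI1_122302 had the lowest value in ES, -1.60. MSGI1_122273 was at least 18.6-fold higher in 708 in PES (128 against 0). Summed over the 20 sequences with this best match, AUX1 had -0.10 in ES, the opposite direction to MSGI1_120618, and 0.07 in PES. The class of sugar transporters counted here also holds inositol and polyol transporters, while the paper names glucose, hexose and sucrose transporters. The largest differences of the class in ES were those of the glucose transporter MSGI1_93211 (at least 27.3-fold higher in 708, 175 against 0) and the inositol transporter MSGI1_5650 (-3.83). In PES they were those of the polyol transporter MSGI1_102017 (at least 76.8-fold higher in 708, 528 against 0) and the inositol transporter MSGI1_20469 (-2.85). The split of sugar transporters was 5 against 2 with RPKM values in the model and 7 against 9 with TMM-scaled totals, where 8 of 18 were higher in 708 in PES. Of the sugar transporters summed over the best match, 5 of 12 differed in ES and 1 in PES, and all were higher in 773. The paper proposes from the genotype difference and the cell wall contents that these transporters take part in the higher cellulose and sugar contents of 708.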

We also identified numerous transporter families that were up-regulated in both ES and PES internodes of 773 compared to 708. Among these up-regulated transporter families were the multi-drug toxic efflux carrier (MATE) and ATP-binding cassette (ABC) transporter families (Additional file 24, Additional file 25). 

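Of the 478 transporter sequences in Additional file 24, 67 were higher in 708 and 64 higher in 773 in both tissues, and 8 changed direction. With TMM-scaled totals the numbers were 67 and 79, and with RPKM values in the model 36 and 22. Of 10 MATE sequences, 1 was higher in 708 and 3 in 773, and of 87 ABC sequences, 12 were higher in 708 and 10 in 773. Among the ABC sequences that differed, 17 of 71 were higher in 708 in ES and 16 of 27 in PES. MSGI1_63053, a MATE sequence, had a log2(708/773) of -6.21 in ES (2 against 69 reads), MSGI1_62635 had -1.98 in PES, and MSGI1_68430 had 4.22 in ES and 4.05 in PES. Of the ABC sequences, MSGI1_64877 was at least 62.8-fold higher in 708 in ES (403 against 0) and MSGI1_52163 at least 55.3-fold in PES (380 against 0). MSGI1_122069 was at least 39.9-fold lower in 708 in ES (0 against 56 reads) and at least 93.1-fold lower in PES (0 against 122). Summed over the best match, MSGI1_64877 had 0.93 in ES and MSGI1_52163 had 0.04 in PES. MSGI1_122069 then had 0.66 in ES, the opposite direction, and 0.01 in PES. Of the ABC sums, 1 of the 14 that differed in ES was higher in 708, and 0 differed in both tissues. The ABC split was 7 against 2 with RPKM values in the model and 12 against 13 with TMM-scaled totals. The paper names the families as candidates for monolignol transport because of their known substrates and their expression in the high-lignin genotype.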

Recent studies suggest that monolignols synthesized in the cytoplasm are transported across the plasma membrane into the cell wall matrix where they are polymerized into lignin [99,100]. However, little is known about the transport mechanism. Previous studies have suggested that monolignol transport across the plasma membrane may involve passive diffusion [101] or may be mediated by membrane-bound transporters [102]. Genes in the MATE transporter family may be good candidates for monolignol transporters because they are involved in transport of proanthocyanidin precursors across the tonoplast in *Arabidopsis *and *M. truncatula *[103,104]. A role for ABC transporters in monolignol transport across the plasma membrane has been postulated because of their known role in transporting various secondary metabolites in plants [99,100,105,106]. Additional research will be required to determine whether the up-regulation of the MATE efflux carrier and ABC transporter families in stems of 773 (high-lignin) compared to 708 (low lignin) (Additional file 24, Additional file 25) contributes to the higher lignin content in cell walls of 773 (Table 1). The up-regulated MATE efflux carrier and ABC transport genes that we identified provide a list of candidate genes that will be useful in future research to evaluate the involvement of these gene families in monolignol transport.

## Conclusion

This study represents the first application of RNA-Seq technology for genomic studies in alfalfa. Our results demonstrate that RNA-Seq can be successfully used for gene identification, polymorphism detection and transcript profiling in alfalfa. Using RNA-Seq has several advantages over other technologies, especially for non-model species with few genomic resources such as alfalfa. Unlike hybridization-based technologies such as microarrays, RNA-Seq does not require pre-existing sequence information and, as shown in this study, RNA-Seq can integrate multiple tasks in a single pipeline saving time and money. The integrated approach used in this study can be applied to other non-model species. The newly built alfalfa gene index (MSGI 1.0), and the SNPs, SSRs and candidate genes identified in this study will be a valuable resource for advancing genetic/genomic research in alfalfa and eventually for improving alfalfa as a forage crop and cellulosic ethanol feedstock.

## Methods

### Plant materials and cell wall analysis

Alfalfa [*Medicago sativa *(L) subsp. *sativa*] genotypes 708 and 773 were selected from a population (UMN 3097) created by mixing seeds from six commercial alfalfa cultivars (5312, Rushmore, Magnagraze, Wintergreen, Windstar and WL 325HQ) as previously described [25]. The alfalfa clonal lines 708 and 773 were propagated from cuttings and grown in the greenhouse. The greenhouse experiments consisted of three replicates arranged in a randomized complete block design. For each replicate, there were eight plants of each clone in individual pots. For cell wall analysis, stem internodes tissues were harvested at full bloom and plant material for analysis was composited within each replicate (2 blocks × 3 reps = 6 data points per genotype). Cell wall analysis was performed in duplicate as previously described [25]. An analysis of variance was done to test if the means (g kg^-1 ^cell wall) for cell wall components of the two genotypes were equal (Table 1). For RNA-Seq, ES and PES internodes were harvested as previously described [25].

### RNA extraction, cDNA library preparation and sequencing

Total RNA was purified from three replicates of elongating and post-elongation stem internodes of genotypes 708 and 773 using the CTAB based protocol previously described [40]. Contaminating genomic DNA was removed from each RNA sample using the DNA-*free*™ kit following the manufacturer's recommendations http://www.ambion.com. An equal amount of total RNA was pooled from each replicate for each stem tissue sample. RNA samples were quantified using Quant-iT™ RiboGreen^® ^RNA Reagent http://www.invitrogen.com and the RNA integrity was checked with RNA6000 Nano Assay using the Agilent 2100 Bioanalyzer™ (Agilent Technologies, Palo Alto, CA). cDNA library preparation and sequencing reactions were conducted in the Biomedical Genomics Center, University of Minnesota. Illumina library prep, clustering and sequencing reagents were used throughout the process following the manufacturer's recommendations http://www.illumina.com. Briefly, mRNAs were purified using poly-T oligo-attached magnetic beads and then fragmented. The first and the second strand cDNAs were synthesized and end repaired. Adaptors were ligated after adenylation at the 3'-ends. After gel purification, cDNA templates were enriched by PCR. cDNA libraries were validated using a High Sensitivity Chip on the Agilent2100 Bioanalyzer™ (Agilent Technologies, Palo Alto, CA). The cDNA library was quantified using PicoGreen Assay and by qPCR. The samples were clustered on a flow cell using the cBOT. After clustering, the samples were loaded on the Illumina GA-II machine. The samples were sequenced using a single read with 76 cycles. Initial base calling and quality filtering of the Illumina GA-II image data were performed using the default parameters of the Illumina GA Pipeline GERALD stage http://www.illumina.com. Additional filtering for homopolymers and read size (< 75 bp) was performed using custom written code.

For RNA-Seq using the GS FLX Titanium platform http://www.454.com, mRNA was reverse transcribed with SuperScript III reverse transcriptase http://www.invitrogen.com using dT15VN2 primer. cDNA was synthesized using *E. coli *DNA Ligase, *E. coli *DNA polymerase I and *E coli *RNaseH. cDNA was then fragmented by sonication. The cDNA was then used for 454 sstDNA preparation in the "GS20 DNA Library Preparation" step2 http://www.454.com. The rest of the library preparation and the 454 sequencing procedures were performed following the manufacturer's recommendations http://www.454.com. Standard post-run and bioinformatics processing on the 454 platform to determine reads that passed various quality filters were also performed following the manufacturer's recommendations http://www.454.com.

### *de novo *transcriptome assembly

The Velvet algorithm [32] was used for *de novo *assembly of the 198,861,304 Illumina reads (76 bp). During the *de novo *assembly using the Velvet program, short EST reads were first hashed based on a predefined hash length in base pairs (*k*-mer length). Next, the contigs were built based on a series of overlapping *k*-mers using de Brujin graphs [32]. In general, longer *k*-mers increase transcript contiguity (longer transcript length) and specificity (less spurious overlaps) but decrease diversity (smaller number of contigs) compared to shorter *k*-mers [32]. To optimize our Velvet assembly toward higher transcript contiguity and specificity, we tested a series of *k*-mers (31, 37, 41, 47, 51, 57, 61, 63, 65) for *de novo *assembly of short EST reads (Additional file 26). We used the median contig length (N50) generated for each *k*-mer as an indicator of the transcript contiguity of *de novo *assembly. As *k*-mer values increased from 31 to 61, N50 values increased to a value of 289 reflecting increased efficiency of *de novo *assembly. The N50 values declined significantly at *k*-mer values above 61 (Additional file 26). On the basis of these results, we used a *k*-mer value of 61 for *de novo *assembly of alfalfa EST reads.

### Alfalfa Gene Index assembly

The alfalfa gene index (MSGI 1.0) was built following the Gene Index Assembly protocol previously described [39,40]. The gene ontology (GO) functional classes and pathways for each sequence in MSGI 1.0 were assigned based on *Arabidopsis *GO SLIM and pathway annotation ftp://ftp.arabidopsis.org/home/tair/Ontologies/. For GO characterization, the unique sequences in MSGI 1.0 were compared with the *Arabidopsis *proteome using the BlastX program with e-value cutoff of 1e-10. Top protein matches from *Arabidopsis *sequences were assigned to each of the MSGI 1.0 sequences. The MapMan gene functional classification system [41] was assigned to each sequence in MSGI 1.0 following the method previously described [31]. The functional class over-representation analysis was performed using PageMan [107] as previously described [25,31].

### Polymorphism detection

The MISA program [42] was used to detect simple sequence repeats (SSRs) among sequences in MSGI 1.0. The minimum number of nucleotide repeats specified during SSR analysis was 20, 10, 7, 5, 5, and 5 for mono-, di-, tri-, tetra-, penta-, and hexanucleotide repeats, respectively. The maximum number of bases interrupting 2 SSRs in a compound microsatellite was set at 100 bp. The primers spanning each SSR were designed using the default parameter of the Primer3 program [44].

For SNP detection, the Illumina GA-II reads were mapped to the sequences in MSGI 1.0 using the Maq program [45]. Next, the coverage and nucleotide differences were extracted using the pileup command of the Maq program. The pileup output was further compiled for genotypes 708 and 773 with custom written script using filtering based on coverage and quality scores. Custom written script was used for additional sorting and filtering of the pileup output based on a nucleotide depth cutoff of 10 for each SNP.

### Digital gene expression analysis

For digital gene expression analysis, the raw digital gene expression counts were measured by quantifying the number of Illumina GA-II reads that were mapped to the reference sequences (MSGI 1.0 or Mt3.0 cds) using the bowtie program [47]. The best-match option with a maximum of 3 nucleotide mismatches was used (-v 3 --best). The raw digital gene expression counts were normalized using the RPKM (reads/Kb/Million) method [1,48]. Custom written scripts were used to summarize the bowtie output from the raw digital expression counts and the RPKM-normalized expression counts. To identify differentially expressed genes, an expression profile matrix was built representing the digital gene expression count for each gene in each library, then imported into the DEGSeq program [52]. A DEGSeq program that utilized a MA-plot-based method with random sampling model was used to identify differentially expressed genes in each pair-wise comparison (p < 0.001, FDR < 0.025, ≥ 2-fold difference). Heatmaps based on hierarchical cluster analysis [108] of RPKM-normalized expression counts (Figure 5, Additional file 25) and expression ratios (Figure 6) were generated using MultiExperiment Viewer http://www.tm4.org/mev/.

In a previous study, we generated GeneChip data for ES and PES internodes of alfalfa genotypes 252 and 1283 [25]http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE13602. To compare the digital gene expression data generated using MSGI 1.0 and Mt3.0 cds sequences with the previously generated GeneChip data [25], we first compared two *Medicago *reference sequences (MSGI 1.0 and Mt3.0 cds) with *Medicago *GeneChip probe set consensus sequences using the Blastn program (e-value cutoff of 1e-10). Top sequence matches from the *Medicago *GeneChip probe sets were assigned to each RNA-Seq reference sequence. Next, we selected from GeneChip data and RNA-Seq data a subset of genes involved in general stem development independent of genotypic variation in gene expression (Log_2_(PES/ES) ≥ 1 or ≤ -1 in both genotypes). Genes that were commonly selected between RNA-Seq and GeneChip data were identified based on sequence homology. Log_2_(PES/ES) values from the RNA-Seq data generated using MSGI 1.0 and Mt3.0 cds as reference sequences were compared with Log_2_(PES/ES) values from the GeneChip data (Figure 4A, 4B).

To compare the digital gene expression data generated using MSGI 1.0 and Mt3.0 cds sequences with the qRT-PCR data, we first compared two *Medicago *reference sequences (MSGI 1.0 and Mt3.0 cds) using the the Blastn program (e-value cutoff of 1e-10). Top sequence matches from the Mt3.0 cds were assigned to each MSGI 1.0 sequence. Primers for qRT-PCR were designed based on the MSGI 1.0 sequences (Additional file 10). Log ratio values from the RNA-Seq data generated using MSGI and Mt3.0 cds as reference sequences were compared with ΔΔC_T _values obtained from the qRT-PCR data (Figure 4C, 4D).

### SNP genotyping

The SNP genotyping was conducted in the Biomedical Genomics Center, University of Minnesota. Briefly, a total of 55 SNPs predicted between genotypes 708 and 773 were randomly selected for validation by MALDI-TOF mass spectrometry using the iPLEX Gold spectrometry system http://www.sequenom.com. Genomic DNAs were purified from young leaves of genotypes 708 and 773 using DNeasy Plant Mini Kit http://www.qiagen.com. The multiplex assays were designed using Mass-ARRAY Assay Design 3.0 software and primers were obtained from IDT (Coralville, Iowa). Reactions (PCR, shrimp alkaline phosphatase treatment followed by extension) were performed according to iPLEX Gold method http://www.sequenom.com. Mass ARRAY workstation software (v. 3.3) was used to analyze the SNP genotyping results.

### Real-time quantitative RT-PCR (qRT-PCR)

A portion of the pooled total RNA used for the RNA-Seq analysis was used to make cDNAs for qRT-PCR. The first strand cDNA for each sample was made using random hexamers and Taqman Reverse Transcription Reagents (Applied Biosystems, CA) following the manufacturer's recommendations. Gene specific primers based on MSGI 1.0 sequences were subsequently designed using Primer Express (Applied Biosystems, CA) (Additional file 10). Samples and standards were run in triplicate on each plate and repeated on two plates using SYBR-Green PCR Master Mix (Applied Biosystems, CA) on a StepOnePlus™ Real-Time PCR System (Applied Biosystems, CA) following the manufacturer's recommendations. qRT-PCR was performed in a 20 μl reaction containing 4 μl ddH_2_O, 10 μl 2× PCR mix, 1 μl forward primer (1 μM), 1 μl reverse primer (1 μM), and 4 μl of template cDNA (5 ng/μl). The PCR conditions were as follows: two minutes of pre-incubation at 50°C, 10 minutes of pre-denaturation at 94 °C, 40 cycles of 15 seconds at 95 °C and one min at 60 °C, followed by steps for dissociation curve generation (30 seconds at 95 °C, 60 seconds at 60 °C and 30 seconds at 95 °C). The StepOnePlus software (Applied Biosystems, CA) was used for data collection and analysis. Dissociation curves for each amplicon were carefully examined to confirm lack of multiple amplicons at different melting temperatures (Tms). Relative transcript levels for each sample were obtained using the "comparative C_T _method" [109] using the C_T _value of the 18S rRNA for each sample as a normaliser.

## Abbreviations

ES: elongating stem; PES: post-elongation stem; SNP: single nucleotide polymorphism; EST: expressed sequence tag; GO: gene ontology; cds: coding sequence; SSR: simple sequence repeat; RPKM: reads/Kb/Million; q-RT PCR: real-time quantitative RT-PCR; HKG: housekeeping gene; CV: coefficient of variation; CesA: cellulose synthase; PAL: phenylalanine ammonia-lyase; C4H: cinnamate-4-hydroxylase; 4CL: 4-coumarate-CoA ligase; HCT: hydroxycinnamoyl transferase; C3H: p-coumarate 3-hydroxylase; CCoAOMT: caffeoyl-CoA 3-O-methyltransferase; CCR1: cinnamoyl-CoA reductase 1; F5H: ferulate 5-hydroxylase; COMT: caffeic acid O-methyltransferase; CAD: cinnamyl-alcohol dehydrogenase; AGP: arabinogalactan protein; LTP: lipid transfer protein; LHB1B1: Photosystem II light harvesting complex gene; RBCS-1A: rubisco small subunit 1; SUC: sucrose transporter; SuSy: sucrose synthase; PHO1: PHOSPHATE 1; IAA: Indole-3-acetic acid; AUX1: auxin influx carrier; MATE: multi-drug toxic efflux carrier; ABC: ATP-binding cassette.

## Authors' contributions

SY and ZT performed the computational analysis involved in the *de novo *assembly, digital gene expression and SNP detection. CF performed the computational analysis involved in MSGI 1.0 assembly and SSR detection. SY and WX performed the computational analysis involved in the identification of differentially expressed genes. SY performed the computational analysis involved in the functional classification and over-representation analysis. SY conducted the qRT-PCR. JL identified the genotypes used in the study. HJ conducted the cell wall analysis of the alfalfa genotypes. All authors contributed to the analysis of results and writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 ***de novo *assembly of alfalfa Illumina GA-II EST reads**. A fasta file containing a total of 132,153 unique sequences generated after *de novo *assembly of Illumina GA-II EST reads derived from 4 cDNA libraries developed in this study. The Velvet program [32] with *k*-mer 61 was used for *de novo *assembly. Click here for file

Additional file 2 **Alfalfa Gene Index 1.0 (MSGI 1.0)**. A fasta file containing Alfalfa Gene Index 1.0 (MSGI 1.0) sequences. MSGI 1.0 contains a total of 124,025 unique sequences including 22,729 tentative consensus sequences (TCs), 22,315 singletons and 78,981 pseudo-singletons. The average length of the unique sequences in MSGI 1.0 is 384 bp (100 bp minimum and 6,956 bp maximum) with more than 10,000 sequences larger than 800 bp. The total base count of the sequences in MSGI 1.0 is 47,628,953 bp. Unfortunately, the current pipe line of the DFCI gene index database http://compbio.dfci.harvard.edu/tgi/ is not suited for short reads (personal communication with a DFCI Gene Index staff). The Gene Index Project team has indicated that it plans to address this issue soon. When a gene index database is established for alfalfa, MSGI1.0 will be uploaded to the DFCI gene index database. Click here for file

Additional file 3 **Functional classification and annotation of sequences in the Alfalfa Gene Index 1.0 (MSGI 1.0)**. A table listing Gene ontology (GO), pathway, MapMan functional classes and gene annotation for sequences in the Alfalfa Gene Index 1.0 (MSGI 1.0). Click here for file

Additional file 4 **Simple sequence repeats (SSRs) detected in MSGI 1.0**. A table listing SSR-containing sequence IDs, SSR types and position, and primers spanning each SSR for the sequences in the Alfalfa Gene Index 1.0 (MSGI 1.0). Click here for file

Additional file 5 **Single nucleotide polymorphisms (SNPs) predicted between alfalfa genotypes 708 and 773**. A table listing SNPs predicted between alfalfa genotypes 708 and 773 including SNP-containing sequence ID, SNP type, SNP position and depth in each genotype. Click here for file

Additional file 6 **Validation of SNPs predicted between alfalfa genotypes 708 and 773 using RNA-Seq data**. A table showing SNP validation results. A total of 55 SNPs were randomly selected to genotype genomic DNAs purified from the genotypes 708 and 773 by MALDI-TOF mass spectrometry using the iPLEX Gold spectrometry system http://www.sequenom.com. In addition to genotypes 708 and 773, we also genotyped 51 additional alfalfa (*M. sativa*) genotypes selected from different populations of *M. sativa ssp. sativa *or *M. sativa ssp. falcata*. Click here for file

Additional file 7 **Functional classes over- or under-represented among SNP-harboring genes**. A figure showing the functional class over-representation analysis conducted for SNP-harboring genes. Functional classes that are over- or under-represented among SNP-harboring genes were identified using the PageMan over-representation analysis module. The z-vlaues for significant classes identified after Fisher's exact test with Bonferroni correction (z-value cutoff of 1) were false color coded using a scale of -5 to +5. The intensity of blue and red indicate the degree of over- and under-representation of the corresponding class, respectively. Click here for file

Additional file 8 **Allelic variations (SNPs) detected within genotype 708**. A table listing a total of 287,555 allelic variations (SNPs) detected within genotype 708 using minimum SNP depth cutoff of 10. Click here for file

Additional file 9 **Allelic variations (SNPs) detected within genotype 773**. A table listing a total of 168,966 allelic variations (SNPs) detected within genotype 773 using minimum SNP depth cutoff of 10. Click here for file

Additional file 10 **qRT-PCR validation of RNA-Seq data generated by two reference sequences (MSGI 1.0 and Mt3.0 cds)**. A table showing the source data used to generate Figure 4. The table contains MSGI 1.0 and Mt3.0 cds IDs of genes used for qRT-PCR, qRT-PCR and RNA-Seq data generated by two reference sequences (MSGI 1.0 and Mt3.0 cds), and primers used for qRT-PCR. Click here for file

Additional file 11 **An expression profile matrix for each library showing digital gene expression count of each gene in MSGI 1.0**. A table showing the digital gene expression counts of each gene in MSGI 1.0 for ES and PES internodes of alfalfa genotypes 708 and 773. The raw expression counts generated by bowtie program were normalized using the RPKM method [1,48]. Click here for file

Additional file 12 **Top 500 most abundant transcripts in each library**. A table showing the RPKM-normalized digital gene expression counts and MapMan functional classes for the top 500 most abundant transcripts selected in each library. Click here for file

Additional file 13 **Functional classes over- or under-represented among the top 500 most abundant transcripts in each library**. A figure showing the results from functional class over-representation analysis for the top 500 most abundant transcripts in ES and PES internodes of alfalfa genotypes 708 and 773. For details, see the description for additional file 7. Click here for file

Additional file 14 **300 housekeeping genes selected**. A table listing 300 housekeeping genes (HKGs) with relatively high levels of expression. To identify these HKGs, we first selected genes with an average RPKM-normalized transcript count greater than 10. Next, we selected the top 300 genes from the list with the lowest coefficient of variation (CV = standard deviation/mean). The RPKM-normalized expression counts, MapMan functional class and description for each HKG selected are also presented in the table. Click here for file

Additional file 15 **Genes differentially expressed between ES and PES internodes of alfalfa genotype 708**.A table listing 3,838 genes differentially expressed between ES and PES internodes of alfalfa genotype 708 in MSGI 1.0. We used a MA-plot-based method with random sampling model in a DEGSeq program to select these genes (p-value < 0.001, FDR < 0.025, ≥ 2-fold difference). RPKM-normalized expression counts, log ratios, z-scores, p-values, and q-values for each gene selected are also presented in the table. Click here for file

Additional file 16 **Genes differentially expressed between ES and PES internodes of alfalfa genotype 773**. A table listing 4,428 genes differentially expressed between ES and PES internodes of alfalfa genotype 708 in MSGI 1.0. For details, see the description for additional file 11. Click here for file

Additional file 17 **Genes differentially expressed between alfalfa genotypes 708 and 773 in ES internodes**.A table listing 8,883 genes differentially expressed between alfalfa genotypes 708 and 773 in ES internodes in MSGI 1.0. For details, see the description for additional file 11. Click here for file

Additional file 18 **Genes differentially expressed between alfalfa genotypes 708 and 773 in PES internodes**. A table listing 4,799 genes differentially expressed between alfalfa genotypes 708 and 773 in PES internodes in MSGI 1.0. For details, see the description for additional file 11. Click here for file

Additional file 19 **Genes differentially expressed in ES and PES internodes of alfalfa genotypes 708 and 773**. A table listing 13,797 genes differentially expressed in ES and PES internodes of alfalfa genotypes 708 and 773 in MSGI 1.0. Genes selected in additional files 15, 16, 17 and 18 were combined together to produce this table. The RPKM-normalized expression counts, MapMan functional class and description for each gene selected are also presented in the table. Click here for file

Additional file 20 **Top 200 most differentially expressed genes in each pair-wise comparison**. A table that lists 657 genes that were generated after combining the top 200 most differentially expressed genes selected in each pair-wise comparison of gene expression between ES and PES internodes of genotypes 708 and 773. This table is a data source for Figure 5. The RPKM-normalized expression counts, MapMan functional class and description for each gene selected are also presented in the table. Click here for file

Additional file 21 **Phenylpropanoid (lignin) pathway genes differentially expressed in ES and PES internodes of alfalfa genotypes 708 and 773**. A table listing phenylpropanoid (lignin) pathway genes differentially expressed in ES and PES internodes of alfalfa genotypes 708 and 773 (p-value < 0.001, FDR,0.025, ≥ 2-fold difference). This table is a data source for Figure 6. The log ratios from each pair-wise comparison, EC number, and enzyme ID for each gene selected are also presented in the table. Click here for file

Additional file 22 **Candidate genes identified in 708 and 773 that may be involved in general stem development independent of genotypic variation in gene expression**. A table listing 594 genes potentially involved in general stem development independent of genotypic variation in gene expression in alfalfa (Log2(PES/ES)≥1 or ≤-1 in both genotypes 708 and 773). The RPKM-normalized expression counts, log ratios, MapMan functional class and description for each gene selected are also presented in the table. Click here for file

Additional file 23 **Functional classes over- or under-represented among genes involved in general stem development independent of genotypic variation in alfalfa**. A figure showing the functional class over-representation analysis for genes involved in general stem development independent of genotypic variation in alfalfa (Log2(PES/ES)≥1 or ≤-1 in both genotypes 708 and 773). "Up in PES" and "Up in ES" indicate genes up-regulated in PES and ES internodes in both genotypes, respectively. For details, see the description for additional file 7. Click here for file

Additional file 24 **Putative transporter genes differentially expressed in ES and PES internodes of alfalfa genotypes 708 and 773**. A table listing 478 transporter genes in ES and PES internodes of alfalfa genotypes 708 and 773 in MSGI 1.0. The RPKM-normalized expression counts, log ratios from each pair-wise comparison, MapMan functional class and description for each transporter gene selected are also presented in the table. Click here for file

Additional file 25 **Hierarchical clustering analysis of selected transporter genes differentially expressed between 708 and 773 in both ES and PES internodes**. A figure showing a heatmap for 42 transporter genes differentially expressed between 708 and 773 in both ES and PES internodes (p < 0.001, FDR < 0.025, ≥ 2-fold difference). The RPKM-normalized expression counts for each gene in each library are represented by the intensity of the red color on a 0 to 22 scale. Dark red (scale intensity 22) indicates genes with RPKM-normalized expression counts ≥ 22. See Methods for details. A complete list of the transporter genes selected, RPKM-normalized expression counts, and corresponding MapMan functional categories are provided in Additional file 24. Click here for file

Additional file 26 **Optimization of *de novo *assembly of Illumina GA-II EST reads with a series of *k*-mers using the Velvet program **[32]. A figure showing the median sequence length of the contigs (y-axis) for a series of *k*-mers (31, 37, 41, 47, 51, 57, 61, 63, 65) tested using the Velvet program. *k*-mer 61 produced the longest median sequence length. Click here for file

## References

[B1] MortazaviAWilliamsBAMcCueKSchaefferLWoldBMapping and quantifying mammalian transcriptomes by RNA-SeqNat Methods20085762162810.1038/nmeth.122618516045PMC13303166

[B2] ListerRGregoryBDEckerJRNext is now:new technologies for sequencing of genomes, trancriptomes, and beyondCurr Opin Plant Biol20091210711810.1016/j.pbi.2008.11.00419157957PMC2723731

[B3] MargueratSBählerJRNA-seq: from technology to biologyCell Mol Life Sci20106756957910.1007/s00018-009-0180-619859660PMC2809939

[B4] WilhelmBTLandryJ-RRNA-Seq-quantitative measurement of expression through massively parallel RNA-SequencingMethods20094824925710.1016/j.ymeth.2009.03.01619336255

[B5] WangZGersteinMSnyderMRNA-Seq: a revolutionary tool for transcriptomicsNat Rev Genet200910576310.1038/nrg248419015660PMC2949280

[B6] BrunoVMWangZMarjaniSLEuskirchenGMMartinJSherlockGSnyderMComprehensive annotation of the trancriptome of the human fungal pathogen *Candida albicans *using RNA-seqGenome Res2010201451145810.1101/gr.109553.11020810668PMC2945194

[B7] RounsleySDLastRLShotguns and SNPS: how fast and cheap sequencing is revolutionizing plant biologyPlant J20106192292710.1111/j.1365-313X.2009.04030.x20409267

[B8] HowardBEHeberSTowards reliable isoform quantification using RNA-SEQ dataBMC Bioinformatics201011Suppl 3562043865310.1186/1471-2105-11-S3-S6PMC2863065

[B9] MarioniJCMasonCEManeSMStephensMGiladYRNA-seq: An assessment of technical reproducibility and comparison with gene expression arraysGenome Res2008181509151710.1101/gr.079558.10818550803PMC2527709

[B10] WeberAPMWeberKLCarrKWilkersonCOhlroggeJBSampling the Arabidopsis transcriptome with massively parallel pryrosequencingPlant Physiol20071441324210.1104/pp.107.09667717351049PMC1913805

[B11] WallPKLeebens-MackJChanderbaliASBarakatAWolcottELiangHLandherrLTomshoLPHuYCarlsonJEMaHSchusterSCSoltisDESoltisPSAltmanNdePamphilisCWComparison of next generation sequencing technologies for transcriptome characterizationBMC Genomics20091034710.1186/1471-2164-10-34719646272PMC2907694

[B12] LibaultMFarmerAJoshiTTakahashiKLangleyRJFranklinLDHeJXuDMayGStaceyGAn integrated transcriptome atlas of the crop model *Glycine max*, and its use in comparative analyses in plantsPlant J201010111110.1111/j.1365-313X.2010.04222.x20408999

[B13] SeverinAJWoodyJLBolonYTJosephBDiersBWFarmerADMuehlbauerGJNelsonRTGrantDSpechtJEGrahamMACannonSBMayGDVanceCPShoemakerRCRNA-Seq atlas of *Glycine max*: A guide to the soybean transcriptomeBMC Plant Biology20101016010.1186/1471-2229-10-16020687943PMC3017786

[B14] LuTLuGFanDZhuCLiWZhaoQFengQZhaoYGuoYLiWHuangXHanBFunctional annotation of the rice transcriptome at single-nucleotide resolution by RNA-seqGenome Res2010201238124910.1101/gr.106120.11020627892PMC2928502

[B15] BarbazukWBEmrichSJChenHDLiLSchnablePSSNP discovery via 454 transcriptome sequencingPlant J200751591091810.1111/j.1365-313X.2007.03193.x17662031PMC2169515

[B16] CheungFHaasBJGoldbergSMDMayGDXiaoYTownCDSequencing *Medicago truncatula *expressed sequenced tags using 454 Life Sciences technologyBMC Genomics2006727210.1186/1471-2164-7-27217062153PMC1635983

[B17] NovaesEDrostDRFarmerieWGPappasGJJrGrattapagliaDSederoffRRKirstMHigh-throughput gene and SNP discovery in *Eucalyptus grandis*, an uncharacterized genomeBMC Genomics2008931210.1186/1471-2164-9-31218590545PMC2483731

[B18] BellinDFerrariniAChimentoAKaiserOLevenkovaNBouffardPDelledonneMCombining next-generation pyrosequencing with microarray for large scale expression analysis in non-model speciesBMC Genomics20091055510.1186/1471-2164-10-55519930683PMC2790472

[B19] CollinsLJBiggsPJVoelckelCJolySAn approach to transcriptome analysis of non-model organisms using short-read sequencesGenome Informatics20082131419425143

[B20] WangWWangYZhangQQiYGuoDGlobal characterization of *Artemisia annua *glandular trichome transcriptome using 454 pyrosequencingBMC Genomics20091046510.1186/1471-2164-10-46519818120PMC2763888

[B21] TrickMLongYMengJBancroftISingle nucleotide polymorphism (SNP) discovery in the polyploidy *Brassica napus *using Solexa transcriptome sequencingPlant Biotech J2009733434610.1111/j.1467-7652.2008.00396.x19207216

[B22] MichaudRLehmanWFRumbaughMDHanson AA, Barnes DK, Hill RR JrWorld Distribution and Historical DevelopmentAlfalfa and alfalfa improvement - Agronomy Monograph no. 291988Madison, WI: ASA-CSSA-SSSA2591

[B23] National Agricultural Statistics Service2009http://www.nass.usda.govOn-line resource

[B24] SamacDAJungH-JGLambJFSMinteer SDevelopment of alfalfa (*Medicago sativa *L.) as a feedstock for production of ethanol and other bioproductsAlcoholic Fuels2006Boca Raton, FL: CRC Press7998

[B25] YangSSXuWWTesfayeMLambJFSJungH-JGVandenBoschKAVanceCPGronwaldJWTranscript profiling of two alfalfa genotypes with contrasting cell wall composition in stems using a cross-species platform: optimizing analysis by masking biased probesBMC Genomics2010113232049757410.1186/1471-2164-11-323PMC2893600

[B26] RumbaughMDCaddelJLRoweEBreeding and Quantitative GeneticsAlfalfa and Alfalfa Improvement. ASA Monograph 291988Madison, WI: American Society of Agronomy777808

[B27] BrummerECSledgeMKBoutonJHKochertGPhillips RL, Vasil IKMolecular Marker Analyses in Alfalfa and Related SpeciesDNA-based markers in plants2001The Netherlands: Kluwer Academic169180

[B28] JulierBFlajoulotSBarrePCardinetGSantoniSHuguetTHuygheCConstruction of two genetic linkage maps in cultivated tetraploid alfalfa (*Medicago sativa*) using microsatellite and AFLP markersBMC Plant Biol20033910.1186/1471-2229-3-914683527PMC324403

[B29] DiwanNBhagwatAABauchanGBCreganPBSimple sequence repeat DNA markers in alfalfa and perennial and annual *Medicago *speciesGenome19974088789510.1139/g97-11518464874

[B30] SledgeMKRayIMJiangGAn expressed sequence tag SSR map of tetrapolid alfalfa (*Medicago sativa *L.)Theor Appl Genet200511198099210.1007/s00122-005-0038-816075206

[B31] YangSSXuWWTesfayeMLambJFSJungH-JGSamacDAVanceCPGronwaldJWSingle-feature polymorphism discovery in the transcriptome of tetraploid alfalfaPlant Genome2009222423210.3835/plantgenome2009.03.0014

[B32] ZerbinoDRBirneyEVelvet: algorithms for *de novo *short read assembly using de Bruijn graphsGenome Res20081882182910.1101/gr.074492.10718349386PMC2336801

[B33] GibbonsJGJansonEMHittingerCTJohnstonMAbbotPRokasABenchmarking next-generation transcriptome sequencing for functional and evolutionary genomicsMol Biol Evol200926122731274410.1093/molbev/msp18819706727

[B34] MizrachiEHeferCARanikMJoubertFMyburgAA*de novo *assembled expressed gene catalog of a fast-growing Eucalyptus tree produced by Illumina mRNA-SeqBMC Genomics20101168110.1186/1471-2164-11-68121122097PMC3053591

[B35] GargRPatelRKTyagiAKJainM*de novo *assembly of chickpea transcriptome using short reads for gene discovery and marker identificationDNA Research201110.1093/dnares/dsq028PMC304150321217129

[B36] BirolIJackmanSDNielsenCBQianJQVarholRStazykGMorinRDZhaoYHirstMScheinJE*de novo *transcriptome assembly with ABySSBioinformatics200925212872287710.1093/bioinformatics/btp36719528083

[B37] Surget-GrobaYMontoya-BurgosJIOptimization of *de novo *transcriptome assembly from next-generation sequencing dataGenome Research2010201432144010.1101/gr.103846.10920693479PMC2945192

[B38] Oaseshttp://www.ebi.ac.uk/~zerbino/oases(Jan 31st, website last accessed)

[B39] QuackenbushJComputational analysis of microarray dataNat Rev Genet2001241842710.1038/3507657611389458

[B40] YangSSCheungFLeeJJHaMWeiNESzeSHStellyDMThaxtonPTriplettBTownCDChenZJAccumulation of genome-specific transcripts, transcription factors and phytohormonal regulators during early stages of fiber cell development in allotetraploid cottonPlant J20064776177510.1111/j.1365-313X.2006.02829.x16889650PMC4367961

[B41] ThimmOBläsingOGibonYNagelAMeyerSKrügerPSelbigJMüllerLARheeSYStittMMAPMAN: a user driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processesPlant J20043791493910.1111/j.1365-313X.2004.02016.x14996223

[B42] ThielTMichalekWVarshneyRKGranerAExploiting EST databases for the development and characterization of gene-derived SSR-markers in barley (*Hordeum vulgare *L.)Theor Appl Genet20031064114221258954010.1007/s00122-002-1031-0

[B43] EllisJRBurkeJMEST-SSRs as a resource for population genetic analysesHeredity20079912513210.1038/sj.hdy.680100117519965

[B44] RozenSSkaletskyHKrawetz S, Misener SPrimer3 on the www for general users and for biologist programmersBioinformatics Methods and Protocols: Methods in Molecular Biology2000Totowa, NJ: Humana Press36538610.1385/1-59259-192-2:36510547847

[B45] LiHRuanJDurbinRMapping short DNA sequencing reads and calling variants using mapping quality scoresGenome Res200818111851185810.1101/gr.078212.10818714091PMC2577856

[B46] SchnidelmanGMorikamiAJungJBaskinTICarpitaNCDerbyshirePMcCannMCBenfeyPNCOBRA encodes a putative GPI-anchored protein, which is polarly localized and necessary for oriented cell expansion in *Arabidopsis*Genes Dev20011591115112710.1101/gad.87910111331607PMC312689

[B47] LangmeadBTrapnellCPopMSalzbergSLUltrafast and memory-efficient alignment of short DNA sequences to the human gemoneGenome Biol200910R2510.1186/gb-2009-10-3-r2519261174PMC2690996

[B48] NagalakshmiUWangZWaernKShouCRahaDGersteinMSnyderMThe transcriptional landscape of the yeast genome defined by RNA sequencingScience200832058811344134910.1126/science.115844118451266PMC2951732

[B49] JiWZhouWGreggKYuNDavisSDavisSA method for cross-species gene expression analysis with high-density oligonucleotide arraysNucl Acids Res200432e9310.1093/nar/gnh08415247326PMC443552

[B50] YangSSValdés-LópezOXuWWBucciarelliBGronwaldJWHernándezGVanceCPTranscript profiling of common bean (*Phaseolus vulgaris *L.) using the GeneChip^® ^Soybean Genome Array: optimizing analysis by masking biased probesBMC Plant Biol2010108510.1186/1471-2229-10-8520459672PMC3017814

[B51] CzechowskiTStittMAltmannTUdvardiMKScheibleWRGenome-wide identification and testing of superior reference genes for transcript normalization in ArabidopsisPlant Physiol2005139151710.1104/pp.105.06374316166256PMC1203353

[B52] WangLFengZWangXWangXZhangXDEGseq: an R package for identifying differentially expressed genes from RNA-seq dataBioinformatics20102613613810.1093/bioinformatics/btp61219855105

[B53] SampedroJCosgroveDJThe expansin superfamilyGenome Biol2005624210.1186/gb-2005-6-12-24216356276PMC1414085

[B54] PellouxJRustérucciCMellerowiczEJNew insights into pectin methylesterase structure and functionTrends Plant Sci20071226727710.1016/j.tplants.2007.04.00117499007

[B55] TaylorNGScheibleWRCutlerSSomervilleCRTurnerSRThe *irregular xylem3 *locus of *Arabidopsis *encodes a cellulose synthase required for secondary cell wall synthesisPlant Cell1999117697791033046410.1105/tpc.11.5.769PMC144224

[B56] ZhongRMorrisonWHIIIFreshourGDHahnMGYeZHExpression of a mutant form of cellulose synthase AtCesA7 causes dominant negative effect on cellulose biosynthesisPlant Physiol200313278679510.1104/pp.102.01933112805608PMC167018

[B57] BoscaSBartonCJTaylorNGRydenPNeumetzlerLPaulyMRobertsKSeifertGJInteractions between MUR10/*Ces*A7 dependent secondary cellulose biosynthesis and primary cell wall structurePlant Physiol20061421353136310.1104/pp.106.08770017041031PMC1676063

[B58] BaucherMBernard-VailhéMAChabbertBBesleJMOpsomerCVan MontaguMBottermanJDown-regulation of cinnamyl alcohol dehydrogenase in transgenic alfalfa (*Medicago sativa *L.) and the effect on lignin composition and digestibilityPlant Mol Biol19993943744710.1023/A:100618292558410092173

[B59] GuoDChenFInoueKBlountJWDixonRADown-regulation of caffeic acid 3-O-methyltransferase and caffeoyl CoA 3-O-methyltransferase in transgenic alfalfa (*Medicago sativa *L.): impacts on lignin structure and implications for the biosynthesis of G and S ligninPlant Cell20011373881115853010.1105/tpc.13.1.73PMC102215

[B60] ReddyMSSChenFShadleGJacksonLAljoeHDixonRATargeted down-regulation of cytochrome P450 enzymes for forage quality improvement in alfalfa (*Medicago sativa *L.)Proc Natl Acad Sci USA2005102165731657810.1073/pnas.050574910216263933PMC1283808

[B61] WooleyRRuthMGlassnerDSheehanJProcess design and costing of bioethanol technology: a tool for determining the status and direction of research and developmentBiotechnol Prog19991579480310.1021/bp990107u10514249

[B62] WooleyRRuthMSheehanJIbsenKMajdeskiHGalvezALignocellulosic biomass to ethanol process design and economics utilizing co-current dilute acid prehydrolysis and enzymatic hydrolysis: current and futuristic scenarios1999National Renewable Energy Laboratory, Golden CO, NREL/TP-580-26157

[B63] AdenARuthMIbsenKJechuraJNeevesKSheehanJWallaceBMontagueLSlaytonALukasJLignocellulosic biomass to ethanol process design and economics utilizing co-current dilute acid prehydrolysis and enzymatic hydrolysis for corn stover2002National Renewable Energy Laboratory, Golden CO, NREL/TP-510-32438

[B64] YangBWymanCEPretreatment: the key to unlocking low cost cellulosic ethanolBiofuels Bioproducts & Biorefining20082264010.1002/bbb.4921324176

[B65] TurnerSRSomervilleCRCollapsed xylem phenotype of *Arabidopsis *identifies mutants deficient in cellulose deposition in the secondary cell wallPlant Cell19979689701916574710.1105/tpc.9.5.689PMC156949

[B66] TaylorNGLaurieSTurnerSRMultiple cellulose synthase catalytic subunits are required for cellulose synthesis in *Arabidopsis*Plant Cell200012252925391114829510.1105/tpc.12.12.2529PMC102235

[B67] SauerNMolecular physiology of higher plant sucrose transportersFEBS Lett20075812309231710.1016/j.febslet.2007.03.04817434165

[B68] RiesmeierJWHirnerBFrommerWBPotato sucrose transporter expression in minor veins indicates a role in phloem loadingPlant Cell1993515911598831274110.1105/tpc.5.11.1591PMC160388

[B69] TruernitESauerNThe promoter of the Arabidopsis thaliana SUC2 sucrose-H+ symporter gene directs expression of beta-glucuronidase to the phloem: evidence for phloem loading and unloading by SUC2Planta1995196564570764768510.1007/BF00203657

[B70] StadlerRTruernitEGahrtzMSauerNThe AtSUC1 sucrose carrier may represent the osmotic driving force for anther dehiscence and pollen tube growth in ArabidopsisPlant J19991926927810.1046/j.1365-313X.1999.00527.x10476074

[B71] BarthIMeyerSSauerNPmSUC3: characterization of a SUT2/SUC3-type sucrose transporter from *Plantago major*Plant Cell2003151375138510.1105/tpc.01096712782730PMC156373

[B72] MeyerSLauterbachCNiedermeierMBarthISjolundRDSauerNWounding enhances expression of AtSUC3, a sucrose transporter from Arabidopsis sieve elements and sink tissuesPlant Physiol200413468469310.1104/pp.103.03339914739351PMC344544

[B73] HaiglerCHSinghBWangGZhangDPaterson AHGenomics of cotton fiber secondary wall deposition and cellulose biogenesisGenetics and Genomics of Cotton. Plant Genetics and Genomics: Crops and Models 32009New York, USA: Springer Science Business Media385417

[B74] SomervilleCRCellulose synthesis in higher plantsAnnu Rev Cell Dev Biol200622537810.1146/annurev.cellbio.22.022206.16020616824006

[B75] FujiiSHayashiTMizunoKSucrose synthase is an integral component of the cellulose synthesis machineryPlant Cell Physiol20105129430110.1093/pcp/pcp19020056592

[B76] RollandFBaena-GonzalezESheenJSugar sensing and signaling in plants: conserved and novel mechanismsAnnu Rev Plant Biol20065767570910.1146/annurev.arplant.57.032905.10544116669778

[B77] PoirierYThomaSSomervilleCSchiefelbeinJMutant of *Arabidopsis *deficient in xylem loading of phosphatePlant Physiol1991971087109310.1104/pp.97.3.108716668493PMC1081126

[B78] HamburgerDRezzonicoEMacDonald-Comber PetétotJSomervilleCPoirierYIdentification and characterization of the Arabidopsis PHO1 gene involved in phosphate loading to the xylemPlant Cell20021488990210.1105/tpc.00074511971143PMC150690

[B79] StefanovicARibotCRouachedHWangYChongJBelbahriLDelessertSPoirierYMembers of the PHO1 gene family show limited functional redundancy in phosphate transfer to the shoot, and are regulated by phosphate deficiency via distinct pathwaysPlant J20075098299410.1111/j.1365-313X.2007.03108.x17461783

[B80] RibotCWangYPoirierYExpression analyses of three members of the AtPHO1 family reveal differential interactions between signaling pathways involved in phosphate deficiency and the responses to auxin, cytokinin, and abscisic acidPlanta20082271025103610.1007/s00425-007-0677-x18094993

[B81] ChenYFLiLQXuQKongYHWangHWuWHThe WRKY6 transcription factor modulates PHOSPHATE1 expression in response to low Pi stress in *Arabidopsis*Plant Cell2009213554356610.1105/tpc.108.06498019934380PMC2798333

[B82] TealeWDPaponovIAPalmeKAuxin in action: Signalling, transport and the control of plant growth and developmentNat Rev Mol Cell Biol2006784785910.1038/nrm202016990790

[B83] YeZHVascular tissue differentiation and pattern formation in plantsAnnu Rev Plant Biol20025318320210.1146/annurev.arplant.53.100301.13524512221972

[B84] De SmetIJürgensGPatterning the axis in plants - auxin in controlCurr Opin Genet Dev20071733734310.1016/j.gde.2007.04.01217627808

[B85] LucasMGodinCJay-AllemandCLaplazeLAuxin fluxes in the root apex co-regulate gravitropism and lateral root initiationJ Exp Bot20085955661772068810.1093/jxb/erm171

[B86] SundbergBUgglaCTuominenHSavidge R, Barnett J, Napier RCambial growth and auxin gradientsCell and Molecular Biology of Wood Formation2000Oxford, UK: BIOS Scientific Publishers169188

[B87] NilssonJKarlbergAAnttiHLopez-VernazaMMellerowiczEPerrot-RechenmannCSandbergGBhaleraoRPDissecting the molecular basis of the regulation of wood formation by auxin in hybrid aspenPlant Cell20082084385510.1105/tpc.107.05579818424614PMC2390731

[B88] KimHJTriplettBACotton fiber growth in planta and in vitro. Models for plant cell elongation and cell wall biogenesisPlant Physiol20011271361136610.1104/pp.01072411743074PMC1540163

[B89] BennettMJMarchantAGreenHGMaySTWardSPMillnerPAWalkerARSchulzBFeldmannKA*Arabidopsis *AUX1 gene: a permease-like regulator of root gravitropismScience199627394895010.1126/science.273.5277.9488688077

[B90] ZhaoCCraigJCPetzoldHEDickermanAWBeersEPThe xylem and phloem transcriptomes from secondary tissues of the *Arabidopsis *root-hypocotylPlant Physiol2005138280381810.1104/pp.105.06020215923329PMC1150398

[B91] MarchantABhaleraoRCasimiroIEklöfJCaseroPJBennettMSandbergGAUX1 promotes lateral root formation by facilitating indole-3-acetic acid distribution between sink and source tissues in the *Arabidopsis *seedlingPlant Cell20021458959710.1105/tpc.01035411910006PMC150581

[B92] KakaniALiGPengZRole of AUX1 in the control of organ identity during in vitro organogenesis and in mediating tissue-specific auxin and cytokinin interaction in *Arabidopsis*Planta200922964565710.1007/s00425-008-0846-619052775

[B93] MattssonJSungZRBerlethTResponses of plant vascular systems to auxin transport inhibitionDevelopment1999126297929911035794110.1242/dev.126.13.2979

[B94] KleeHEstelleMMolecular genetic approaches to plant hormone biologyAnnu Rev Plant Physiol Plant Mol Biol19914252955110.1146/annurev.pp.42.060191.002525

[B95] MarchantAKargulJMaySTMullerPDelbarreAPerrot-RechenmannCBennettMJAUX1 regulates root gravitropism in *Arabidopsis *by facilitating auxin uptake within root apical tissuesEMBO J1999182066207310.1093/emboj/18.8.206610205161PMC1171291

[B96] BenkováEMichniewiczMSauerMTeichmannTSeifertováDJürgensGFrimlJLocal, efflux-dependent auxin gradients as a common module for plant organ formationCell200311559160210.1016/S0092-8674(03)00924-314651850

[B97] BlancaflorEBMassonPHPlant gravitropism. Unraveling the ups and downs of a complex processPlant Physiol20031331677169010.1104/pp.103.03216914681531PMC1540347

[B98] BlilouIXuJWildwaterMWillemsenVPaponovIFrimlJHeidstraRAidaMPalmeKScheresBThe PIN auxin efflux facilitator network controls growth and patterning in *Arabidopsis *rootsNature2005433394410.1038/nature0318415635403

[B99] LiXChappleCUnderstanding lignification: challenges beyond monolignol biosynthesisPlant Physiol201015444945210.1104/pp.110.16284220921161PMC2948979

[B100] BonawitzNDChappleCThe genetics of lignin biosynthesis: connecting genotype to phenotypeAnn Rev Genet20104433736310.1146/annurev-genet-102209-16350820809799

[B101] BoijaEJohanssonGInteractions between model membranes and lignin-related compounds studied by immobilized liposome chromatographyBiochim Biophys Acta2006175862062610.1016/j.bbamem.2006.04.00716733046

[B102] KanedaMRensingKHWongJCTBannoBMansfieldSDSamuelsALTracking monolignols during wood development in lodgepole pinePlant Physiol20081471750176010.1104/pp.108.12153318550683PMC2492623

[B103] MarinovaKPourcelLWeberBSchwarzMBarronDRoutaboulJMDebeaujonIKleinMThe *Arabidopsis *MATE transporter TT12 acts as a vacuolar flavonoid/H+ -antiporter active in proanthocyanidin-accumulating cells of the seed coatPlant Cell20071962023203810.1105/tpc.106.04602917601828PMC1955721

[B104] ZhaoJDixonRAMATE transporters facilitate vacuolar uptake of epicatechin 3'-O-glucoside for proanthocyanidin biosynthesis in *Medicago truncatula *and *Arabidopsis*Plant Cell2009212323234010.1105/tpc.109.06781919684242PMC2751950

[B105] YazakiKABC transporters involved in the transport of plant secondary metabolitesFEBS Lett20065801183119110.1016/j.febslet.2005.12.00916364309

[B106] ReaPAPlant ATP-binding cassette transportersAnnu Rev Plant Biol20075834737510.1146/annurev.arplant.57.032905.10540617263663

[B107] UsadelBNagelASteinhauserDGibonYBläsingOERedestigHSreenivasuluNKrallLHannahMAPoreeFFernieARStittMPageMan: An interactive ontology tool to generate, display, and annotate overview graphs for profiling experimentsBMC Bioinformatics2006753510.1186/1471-2105-7-53517176458PMC1766370

[B108] EisenMBSpellmanPTBrownPOBotsteinDCluster analysis and display of genome-wide expression patternsProc Natl Acad Sci USA199895148631486810.1073/pnas.95.25.148639843981PMC24541

[B109] SchmittgenTDLivakKJAnalyzing real-time PCR data by the comparative C_T _methodNat Protoc2008361101110810.1038/nprot.2008.7318546601

How the deposited data were processed for this re-analysis (not part of the article)

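The deposited expression table gives raw read counts for each MSGI 1.0 sequence in 4 libraries, made by the authors. They filtered 76 bp single reads and mapped them to the MSGI 1.0 sequences with bowtie, allowing 3 mismatches and keeping the best alignment. The same table gives RPKM, normalized by sequence length and mapped reads, as scores that the authors rounded to whole numbers, and the deposited annotation gives RPKM values to 1 decimal. The ratio and log2 columns of the annotation were computed by the authors from these values and were used only to check their direction. The deposited SNP table gives read depths from the authors' alignment of the combined ES and PES reads of each genotype. Bowtie and Maq versions are not stated. Library totals were 43592289 reads in 708 ES, 45220035 in 708 PES, 20380168 in 773 ES and 19742064 in 773 PES.

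The test between libraries was the random sampling model of DEGseq, written out in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. It was applied to raw counts with library totals as the scale, p below 0.001, Benjamini-Hochberg q below 0.025 and a ratio of at least 2, with 0 reads set to 0.5 in the ratio. Alternatives set before the data were examined were RPKM values in the same model, a two-sided exact binomial test, library totals scaled by TMM of edgeR 4.0.16 or by size factors of DESeq2 1.42.0 (R 4.3.3), and filters of 10 reads or 200 bp. To these came the exact test of edgeR with an assumed coefficient of biological variation (BCV) of 0.2 or 0.4, and reads summed over sequences with the same best match. The best match is the Arabidopsis protein named in the deposited annotation; 49129 sequences name 9087 of them, so a sum may pool paralogs, and sequences without a match drop out. DESeq2 and edgeR were fitted without replicates and give no measured dispersion. The procedure was tested on simulated data made from the library totals with no difference but for 200 sequences. All 200 were recovered in each comparison, while 2, 4, 14 and 17 unchanged sequences were also named. The simulated changes were well above the limit of a ratio of 2 and lay in well-read sequences, and counts were Poisson draws. The simulation therefore does not test small changes, low counts or variation between plants. The class test was checked on a simulated set as well. It found the class that was put in, transport, and 0 classes outside it and its subclasses.

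MapMan classes with at least 10 sequences in the background were compared by two-sided Fisher's exact test with Bonferroni adjustment at 0.05. The background held sequences with a class and, for SNPs, a mean coverage of at least 10 reads in both genotypes. For the top 500 they had reads in the library, and for the general stem development set enough reads to be found different in both genotypes. Correlations with qRT-PCR used the deposited RPKM values with 0 set to 0.5 and a permutation test with 100000 resamples and seed 12. Proportions carry 95% Clopper-Pearson exact intervals, and ratios of counts carry exact binomial intervals, with limits against 3 reads where a count is 0. Random lists of sequences matched in expression were drawn 10000 times. Figures were made with matplotlib 3.10.9.

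Sequences are named by a rule in 4 parts; values in the paper's additional files had been seen when it was written. It names the sequences with an MSGI identifier in the text or Table 2, apart from 1 gene family that is not reported here. It names the sequences behind each family of the Results, one by one up to 6 and otherwise as counts with the highest and lowest. It names the largest ratio in each direction of each comparison among sequences of at least 200 bp with at least 100 reads in the higher and 10 in the lower library. It names the qRT-PCR genes whose log2 ratio and ΔΔCT differ by more than 4.

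The microarray comparison and the GS FLX Titanium reads themselves were not analysed here, because no file with their values was at hand. Of the mapping to Mt3.0 cds only the ratios that the paper prints for the qRT-PCR genes were at hand, and only these were used. Of the longer additional files only the first part was at hand. The gene table of 63463 symbols holds 0 MSGI identifiers and was not used here. The gene family left out of the naming rule is one that the paper names, and its results are not given in the text.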

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

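The tests of scaling, of the cold acclimation sums and of the class without cold acclimation sequences were chosen after the result was seen.

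Between ES and PES, 1746 of the 5246 sequences found in both genotypes had opposite directions, 1387 of them higher in PES of 708 and in ES of 773. A difference between groups of libraries was not tested, because each has 1 library. Scaling was tested: with TMM-scaled totals 32.2% were opposite, against 33.3% with library totals, so scaling is argued against as the source of the opposite directions. It accounts for a part of their lean, because 1176 and 511 were opposite in either way with TMM, against 1387 and 359 with library totals. With an assumed BCV of 0.2, 437 of 1796 (24.3%) were opposite, and with 0.4, 3 of 190, so how many exceed the spread between plants depends on a spread that was not measured. Pooled plants of different stage, harvest or position in each library stay open, as does a difference between the genotypes; no biological explanation was tested.

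Phenylalanine ammonia-lyase (PAL) sequences lean in opposite directions, 9 higher in PES of 708 and 6 higher in ES of 773. In the whole MapMan lignin class, 49 of 83 differing sequences (59.0%) were higher in PES of 708 and 11 of 45 (24.4%) in 773. With TMM-scaled totals the share in 708 was 48.7% (37 of 76; Clopper-Pearson interval 37.0 to 60.4%), and in 773 it was 21.3%. In this class the share in 708 lost its majority among the differing sequences only. Of all 214 sequences of the class, 133 were still higher in PES of 708 with TMM (median log2 0.17) and 84 in 773 (median -0.21). This goes against scaling as the whole source in the class. Over all 98 sequences of Additional file 21, 52 were higher and 46 lower in PES of 708 with library totals (median 0.09). With TMM 46 were higher and 52 lower (median -0.05), so for that list scaling stays open. For the differing sequences scaling and another source cannot be told apart; the interval on both sides of an even split keeps it open. A difference between genotypes was not tested for want of a second library.

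Cold acclimation sequences outside Table 2 reached 4509.0 CPM (reads scaled to the library total) in 773 ES, against 512.8 in 708 ES, 240.0 in 708 PES and 593.0 in 773 PES. With those of Table 2, 25 sequences reached 9259 CPM in 773 ES, 7.9 times the highest of the other 3 libraries, so reads split between alleles or fragments of one gene are argued against. Without the 3 largest sequences the values were 3726 in 773 ES and 461.5 in 773 PES. The median log2(773ES/773PES) of the cold stress class was 0.68 for 52 sequences, at percentile 100.0 of 10000 random lists, and 34 of the 52 were higher in 773 ES. Of these 52, some are the cold acclimation sequences themselves, and 47 others gave 0.42 at percentile 99.96, with 29 of them higher in 773 ES, so the class leans this way without sharing it as a whole. With the cold acclimation sequences left out in the same way, 50 sequences gave a median log2(708ES/708PES) of 0.23 at percentile 99.51, of which 27 were higher in 708 ES. Whether a part of the pattern belongs to ES in both genotypes stays open. Against 708 ES the median of 773 ES was 0.37 for 50 sequences, at percentile 98.68. Other stress classes did not share both differences. The median of 773 ES against 773 PES was -0.20 for heat (percentile 0.0), -0.05 for drought and salt (25.4), -0.10 for abscisic acid (16.68) and 0.32 for biotic stress (100.0). Against 708 ES it was -0.02 for heat (percentile 58.32), -0.39 for drought and salt (0.0), 0.41 for abscisic acid (99.99) and 0.00 for biotic stress (85.05). A response to cold in the plants of the 773 ES pool stays a hypothesis only, because handling of that pool and genotype are carried by the same library. The comparison of 708 and 773 in ES carries it too.

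Ribosomal RNA sequences took 7.39% of the reads in 708 PES, 6.83% in 708 ES, 3.88% in 773 ES and 5.72% in 773 PES. These are 36 sequences so described among the most abundant transcripts. How much was removed in each library preparation was not tested, and no biological explanation was tested. A larger share lowers all other sequences of its library by the same factor, which would go with a lower TMM factor. TMM factors were 0.973 in 708 ES, 1.068 in 708 PES, 0.976 in 773 ES and 0.986 in 773 PES. The factor was highest in 708 PES, where the share was highest too, so these shares do not account for it.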

How the results depend on the processing

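The tests within the genes higher in 708 or higher in 773 for qRT-PCR were chosen after the result was seen. No paired analysis was possible because the libraries carry no replicate numbers and each condition has 1 library. A model of genotype plus tissue, whose only residual is their interaction, was not fitted.

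Numbers of differentially expressed sequences are given for ES and PES in 708, ES and PES in 773, 708 and 773 in ES, 708 and 773 in PES, ES and PES in both genotypes, 708 and 773 in both tissues, any comparison and the general stem development set. RPKM values in the model gave 3838, 4432, 9124, 4803, 849, 2471, 13956 and 594. The edgeR exact test with an assumed BCV of 0.2 gave 8309, 6482, 19565, 12614, 1796, 8103, 29424 and 1359, and with 0.4 gave 1229, 927, 7289, 6039, 190, 4246, 10173 and 187. Summing over the best match gave 1688, 1435, 2456, 980, 528, 507, 3759 and 379, and it tests fewer units by construction. All of these are more than 1.5 times below the numbers from read counts. RPKM values are smaller than counts for deeply read sequences, and an assumed variation widens the null by construction; the cause was not tested beyond that.

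The exact binomial test, TMM, DESeq2 size factors, the filter of 10 reads and the length of 200 bp kept all 8 numbers within 1.5 times. The farthest were 11245 between 708 and 773 in both tissues and 18259 in PES, each with at least 200 bp. Scaling changed a balance: of the sequences that differ between ES and PES in 708, 53.9% were higher in PES with library totals, 42.6% with TMM and 43.4% with DESeq2 size factors.

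For qRT-PCR, r in the randomly selected genes stayed between 0.534 and 0.868 in all settings. In the cell wall genes it was 0.396 when summed over the best match, 0.41 in genes higher in 708 and 0.00855 in genes higher in 773, and between 0.735 and 0.824 otherwise. The filter of 20 reads removed no gene and so gave no value of its own.

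Counting each best match once gave 4 over-represented classes among SNP-harboring sequences, against 10, and 9 shared by all 4 libraries among the top 500, against 14; how many are the same classes was not counted. In the general stem development set 45 classes became 25 with the 594 sequences of Additional file 22, 68 with a background of all sequences with a class and 15 with each best match once. The depth difference of genotyped SNPs, 6, was reversed to -1 with the depth of the least frequent predicted base. Active sequences were 90.8% with at least 10 reads over the 4 libraries. Of the 300 housekeeping sequences 21 were kept with a mean RPKM above 50 and 134 with TMM-scaled RPKM. SNPs numbered 6713 with a depth of at least 20 in each genotype and 2466 with 1 base in each genotype. The share of lignin sequences higher in PES moved to 33.3% in 708 when summed over the best match and to 24.4% in 773 with the whole MapMan class. The cause was not tested for these.

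Of 86 values of named sequences, 76 that differ and 6 that do not kept their direction and call with TMM, and 4 weakened. Of the 80 with a best match, 55 that differ and 4 that do not kept both when summed, 13 weakened and 8 were reversed. Reversed were MSGI1_41691 and MSGI1_45428 (CAD, 0.11 in PES), MSGI1_114309 (CESA4, -0.57 in ES), MSGI1_178 and MSGI1_100945 (CESA8, -0.11 in 773), MSGI1_9630 and MSGI1_51978 (IRX3, -0.36 in 773) and MSGI1_104513 (pectin esterase, 0.94 in 773). The sums hold sequences that the single values leave out, by construction. Among the tallies of transporter families TMM reversed the balance between 708 and 773 in PES for sugar transporters (8 of 14 higher in 708, and 8 of 18 with TMM) and for all transporters (100 of 182, and 93 of 195 with TMM). When summed, the share lay outside the Clopper-Pearson interval of the single sequences in 9 of 18 tallies.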

Differences from the paper's values

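The tests of the z-scores of Additional files 15 to 18, of the depths in Additional files 8 and 9 and of column headings were chosen after the result was seen.

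Read counts gave 19758 differentially expressed sequences between ES and PES in 708 (the paper's value 3,838), 16517 in 773 (the paper's 4,428), 5246 in both (the paper's 849), 37298 between 708 and 773 in ES (the paper's 8,883), 23864 in PES (the paper's 4,799), 14843 in both tissues (the paper's 2,422) and 55465 in any comparison (the paper's 13,797). The general stem development set held 3500 sequences (the paper's 594). RPKM values in the same model give the paper's number in 3 cases (3838, 849 and 594), and come within 1.5 times of it in the other 5 (4432 in 773, 9124 in ES, 4803 in PES, 2471 in both tissues and 13956 in any comparison). The z-scores printed in Additional files 15 to 18 were within 0.01 of this model with RPKM values for all 1999 entries at hand of each, and for 0 with read counts. An assumed BCV of 0.2 also comes within 1.5 times in 773 (6482), and one of 0.4 in ES (7289), PES (6039) and any comparison (10173). All other alternatives set before the data were examined still differ: the exact binomial test, TMM, DESeq2 size factors, the filters of 10 reads and 200 bp and summing over the best match.

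Of the sequences in any comparison 57 were above 0 in 1 library (the paper's 16), and RPKM values in the model give 16. Those with a SNP numbered 4091 (the paper's 700), and RPKM values in the model give 1512, which still differs. Their share in the cell wall class was 8.70% (the paper's 14%), and RPKM values in the model give 11.9%, which does not differ by more than 1.5 times. Sequences with an SSR made up 1.00% (the paper's 1.7%), with no alternative set.

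The deposited lengths give a mean of 390.3 bp (the paper's 384), a range of 102 to 7072 bp (the paper's 100 to 6,956) and a sum of 48411106 bp (the paper's 47,628,953). The SNP table names 7281 sequences (the paper's 7,282). A protein match is present for 66.9% (the paper's 83%). The cellulose synthase class holds 10 sequences with a SNP and the COBRA class 3 (the paper's 11 and 3), out of 14 in each source.

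Additional file 8, titled for 708, lists 168966 sites and Additional file 9, titled for 773, lists 287555; the paper's text gives these numbers to 773 and 708. Of the 39 sites of Additional file 8 in the SNP table all 39 have a depth within 5% of that of 773, and of the 15 of Additional file 9, 14 have that of 708. Additional file 6 holds columns for 44 other genotypes (the paper's 51). The deposited ratio columns headed ES/PES hold PES/ES, with the sign of PES/ES in 100% of the 105386 sequences compared in 708 and the 100125 in 773.

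In the list of 98 lignin pathway sequences 53.8% of those that differ were higher in PES of 708 and 40.0% in 773, where the paper states that numerous lignin pathway genes were higher in PES. Those called higher in PES were 28 in 708 and 18 in 773, which goes with the paper, and the 773 majority was higher in ES. The list includes peroxidases and beta-glucosylases, which the legend of Figure 6 does not name. Of those that differ, 0 of 14 and 0 of 4 were higher in PES of 708, and 1 of 13 and 6 of 10 in PES of 773. The 4CL sequences MSGI1_115705 and MSGI1_654 and the sucrose synthase MSGI1_306 were below 2-fold in 773 with read counts and are named by the paper in both genotypes; RPKM values in the model give them. For the pectin esterases MSGI1_112948 and MSGI1_112959 in 773 and the IRX3 sequence MSGI1_51978 in 708, read counts give a difference, as the paper states, and RPKM values in the model do not.

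Sugar transporters higher in both tissues were 7 in 708 and 6 in 773, 5 and 2 with RPKM values in the model and 7 and 9 with TMM, where the paper names those higher in 708. These tallies include inositol and polyol transporters. The paper names glucose, hexose and sucrose transporters, so the sets are unlike. AUX1 sequences were 2 and 0, and 2 and 1 with TMM. ABC sequences were 12 in 708 and 10 in 773 (7 and 2 with RPKM values in the model), where the paper names the family as higher in 773. With TMM they were 12 and 13, and in ES 54 of the 71 that differ were higher in 773, with a median log2(708/773) of -1.77 over the family; both go with the paper. MATE sequences were 1 in 708 and 3 in 773, and 1 and 5 with TMM, which goes with the paper. With RPKM values in the model they were 1 and 0 in both tissues, while of those that differ 5 of 7 in ES and 2 of 3 in PES were higher in 773, which goes with the paper.

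Transport as a whole was not over-represented in the top 500 of any library (odds ratios of 0.69, 0.679, 0.608 and 0.481). Amino acid metabolism as a whole was over-represented only in 773 ES. The paper names both for all 4. The major intrinsic proteins of transport and the aspartate family of amino acid metabolism were over-represented in all 4, which goes with the paper. Among SNP-harboring sequences, amino acid metabolism, abiotic stress and protein synthesis (p = 1.000 each, Bonferroni-adjusted Fisher's exact test) and WRKY (p = 0.784) were not over-represented, and the paper names them. Arabinogalactan proteins gave a Fisher's exact p = 0.069, and p = 0.003 with the 594 sequences of Additional file 22. Argininosuccinate synthase was too small to test, and gave a Fisher's exact p = 0.029 with the background of all sequences with a class. The paper applied a z-value cutoff after its correction, and an adjusted p below 0.05 was required here. Its background is not stated, so the class lists are compared at unlike thresholds and perhaps with unlike backgrounds.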

Other observations

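The tests of read errors, of the other sequences of a best match and of random sets for sums were chosen after the result was seen.

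More sequences differed with read counts than with RPKM values in the model, 4.09 times as many in ES, 5.15 and 3.73 times in 708 and 773 and 4.97 times in PES. This met the rule that was written for read depth, but any looser test with the same 2-fold limit would meet it, so whether read depth is the source stays open. Also open is how many differences exceed the variation between plants, for which no replicate exists.

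Of the 3998 sequences with a large difference between 708 and 773 in both tissues that share a best match with others, 63.0% had a summed absolute log2 ratio under 1 in ES. This met the rule that was written for reads split between alleles or fragments. Random sets of the same number and expression gave 81.5 to 84.3%, and in PES the share was 74.9% against 88.9 to 91.6%, so sums over a best match fell under 1 less often than sums over random sequences. The other sequences of the same best match leaned the opposite way for 35.5%, against 47.8 to 51.5% in random sets. Both values go against split reads as the general source, and the lean argues against a general compensation by sequences of the other allele. For a part of the sequences split reads cannot be told apart from real differences; sums that pool paralogs with alleles keep it open.

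Singletons from GS FLX Titanium reads, which come from 773 alone, had a median log2(708/773) of -0.29 in ES and -0.13 in PES. Sanger singletons had 0.06 and -0.14, TCs -0.01 and 0.05 and pseudo-singletons 0.13 and 0.22. Of the GS FLX singletons that differ, 78.2% were higher in 773 in ES and 81.3% in PES, against 53.7 and 65.8% of Sanger singletons, 51.9 and 41.5% of TCs and 42.9 and 29.2% of pseudo-singletons. A reference that favours 773 reads fits these shares in both tissues and the medians in ES. It cannot be told apart from real differences; the PES median of Sanger singletons, which was as low, keeps it open.

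SSRs were fewer per kb than the paper's value for other species. In sequences over 800 bp the density was 21.8 per Mb, the lowest of all length classes. This goes against the short length of the sequences as the source. By kind of sequence, pseudo-singletons (mean 293.1 bp) had 21.1 per Mb, below the longer TCs (774.5 bp) at 25.1, which goes with it. The GS FLX Titanium singletons (257.1 bp) had 59.9. Length and kind of sequence were not separated, so the explanation stays open. A lower frequency in alfalfa, which the paper also names, was not tested.

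The log2 ratios of qRT-PCR genes were larger than their ΔΔCT values in most genes. Summing over the best match brought 55.7% of 79 gene entries nearer to the ΔΔCT (44 entries, Clopper-Pearson interval 44.1 to 66.9%). The median gap went from 0.97 to 0.82. The 34 cell wall entries among them stand for 32 sequences, so the interval counts repeated sequences as independent. Split reads cannot be told apart from other sources, and the interval that includes an even split keeps it open.

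At 1134 sites of the SNP table (10.5%) the leading base was the same in both genotypes. Other bases made up under 10% of the depth in both at 695 of them (61.3%; 58.4 to 64.1%) and under 1% at 515 (45.4%). Their median lower depth was 2290, against 21 at the other sites, so that read errors reaching 10 reads are a candidate explanation for these. Of the 55 genotyped SNPs 2 had the same leading base, and the calls differed at both, so not all such sites are errors.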
